# Peripheral nerve injury-induced remodeling of the tumor-associated macrophages promotes immune evasion in breast cancer

**DOI:** 10.1186/s13046-025-03545-x

**Published:** 2025-10-06

**Authors:** Yongxue Jiang, Wenfeng Zeng, Yaxin Feng, Xiaoting Deng, Jiayi Wang, Haiyu Liu, Boying Gao, Dexi Bi, Zifei Liu, Chaoqun Yang, Minxia Chen, Tang Li, Houying Chen, Yuxi Zhang, Luyuan Liang, Jiannan Xu, Wen Deng, Zeyu Yao, Wei Wu, Liyan Lao, Jianing Chen, Penghan Huang

**Keywords:** NFL, A nerve damage biomarker, Reprograms TAMs to induce CD8^+^T cell senescence, Revealing a novel neuro-immune axis in breast cancer

## Abstract

**Background:**

Peripheral nerve damage is intricately linked to the progression of various solid tumors. However, its effect on antitumor immunity and precise underlying mechanisms remain poorly understood. This study aimed to elucidate the effect of peripheral nerve damage and its subsequent immune-modulating effects influence on breast cancer progression.

**Methods:**

We analyzed nerve injury markers in the TCGA-BRCA database and clinical samples. In vivo experiments were conducted using orthotopic breast cancer models with chemical sympathetic denervation (6-OHDA) or nerve lysate/neurofilament light chain (NFL) treatment, where NFL was identified as a key effector molecule through mass spectrometry screening. The tumor microenvironment was evaluated by flow cytometry, multiplex immunohistochemistry, and single-cell RNA sequencing. In vitro co-culture systems were established to investigate the effects of NFL on macrophages and CD8^+^ T cells, with transcriptomic profiling revealing that NFL-activated macrophage supernatants induced CD8^+^ T cell senescence via NF-κB signal pathway activation.

**Results:**

Peripheral nerve injury was associated with poor prognosis and immune evasion in breast cancer patients. In mouse models, chemical sympathectomy (6-OHDA) and nerve lysates injection both accelerated tumor growth, suggesting that nerve damage promotes immune escape. Single-cell RNA sequencing (scRNA-seq) further revealed that nerve injury increased tumor-associated macrophages (TAMs) proportion by promoting TAMs proliferation and attracting macrophages. The key effector molecule of nerve lysates neurofilament light chain (NFL) was identified with the TAMs proliferation effect, and intratumoral NFL administration recapitulated the pro-tumor effects of nerve damage and perfomed the same immune-modulating effects as 6-OHDA and nerve lysates. Importantly, NFL-induced TAM enrichment and remodeling promoted CD8^+^ T cell senescence, as evidenced by transcriptomic analysis showing NF-κB pathway activation and verified with NF-κB inhibitor (BAY 11-7082) in vitro, resulting in breast cancer immune escape.

**Conclusion:**

These findings underscore the critical role of peripheral nerve injury in reshaping the interplay between TAMs and antitumor immunity, via NFL-driven NF-κB activation and T cell dysfunction. Suggesting that neuroprotection could serve as a promising strategy to restore anticancer immunosurveillance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-025-03545-x.

## Introduction

The nervous system is a crucial regulator of the ecological niches of both healthy and malignant cells throughout the body [1]. It governs the development, homeostasis, and regeneration of organs over the lifetime and is central to the physiological functions of all organ systems, including the immune system [1, 2]. The nervous system also plays a pivotal role in cancer, where tumor development is a complex multistep process involving cell proliferation, invasion, angiogenesis, and metastasis [3–6]. Recent research has revealed close ties between the peripheral nervous system and tumor biology, particularly highlighting the significance of neurotumoral interactions within the tumor microenvironment [5, 7]. Peripheral nerves are not only instrumental in the initiation and progression of tumors, but their damage or dysfunction can also significantly influence cancer malignancy [7, 8].

Damage to peripheral nerves has been correlated with the progression of various types of cancers, including breast, lung and pancreatic [9–12]. This connection may be mediated through multiple mechanisms; for instance, neurotransmitters and neuropeptides released by peripheral nerves may directly promote the growth and invasion of cancer cells or alter the behavior of immune cells by modulating the tumor microenvironment [12]. Additionally, peripheral nerve damage can lead to pain and inflammatory responses, which may also be associated with the malignant progression of tumors [11, 13]. In the case of the breast, previous studies have identified significant adrenergic sympathetic innervation through immunohistochemical studies and retrograde transneuronal viral tracing techniques and have suggested that the sympathetic nervous system promotes the progression of pancreatic and breast cancers [14–16]. However, one study [17] reported that tumor growth and metastasis were accelerated in KIC mice, which is a spontaneous pancreatic cancer transgenic model, with peripheral nerves ablated using 6-OHDA, a result consistent with our findings in immunocompetent breast cancer-bearing mice using the same treatment. The precise mechanisms by which the intratumoral nerves affect tumor progression require further investigation.

Given that the functions of the immune system within the tumor microenvironment are also directly influenced by the nervous system, the interplay among neuro-immune-tumor components forms a complex network that affects tumor growth, inflammatory responses, and immune surveillance. Although some aspects of these interactions have been illuminated by research, a comprehensive understanding of the interplay between tumors, nerves, and the immune system is still in its infancy.

The innervation of the breast is primarily derived from somatic sensory nerves and autonomic nerves that accompany blood vessels. Specifically, the nipple and areola are richly innervated by somatic sensory nerves, while the breast parenchyma is predominantly innervated by autonomic nerves, specifically sympathetic nerves. Sympathetic nerves play a key role in regulating breast gland secretion and smooth muscle contraction [18]. Interestingly, cancerous changes in the breast typically occur not in the nipple-areola complex but within the breast parenchyma. This anatomical distinction highlights the importance of exploring the role of sympathetic nerve injury in tumor progression, particularly in the context of breast cancer. This study aimed to investigate how peripheral nerve damage affects breast cancer progression, particularly, how the destruction of peripheral nerves affects the advancement of breast cancer via immune modulation.

## Materials and methods

### Human blood samples

All human studies were approved by the Medical Ethics Committee of Sun Yat-sen Memorial Hospital, Sun Yat-sen University (Approval No. SYSKY-2024-1135-01). Written informed consent was obtained from healthy volunteers in compliance with the Declaration of Helsinki.

For participant recruitment and blood collection: Approximately 20 mL of peripheral blood was collected from healthy volunteers who met the following inclusion criteria: (1) females aged 18–60 years; (2) body weight ≥ 45 kg; (3) hemoglobin levels ≥ 120 g/L; (4) normal vital signs. Exclusion criteria included: (1) history of infectious diseases including but not limited to HIV, hepatitis B, hepatitis C, or syphilis; (2) current or recent (within 4 weeks) use of immunosuppressive medications or antibiotics; (3) active autoimmune disorders; (4) pregnancy or breastfeeding; (5) history of malignancy within the past 5 years; (6) recent vaccination (within 4 weeks); (7) blood donation within the past 8 weeks. All blood samples were collected using standard phlebotomy procedures under sterile conditions and were immediately processed for peripheral blood mononuclear cell (PBMC) isolation.

For the isolation of peripheral blood mononuclear cells (PBMCs), 20mL of fresh blood was layered onto 15 mL of Ficoll-Paque in a 50 mL centrifuge tube and centrifuged at 450 g for 20 min. The PBMC layer was aspirated and diluted to 50 mL with physiological saline and centrifuged at 400 g for 5 min. The supernatant was discarded, and the cells were resuspended in physiological saline, followed by two additional washes at 350 g for 5 min each.

### Animal experiments

Female C57BL/6 and NOD-SCID mice (6–8 weeks old) were obtained from the Jackson Laboratory and housed in groups of five per cage under a 12-hour light/dark cycle with ad libitum access to food and water. All animal experiments were approved by the Animal Ethics Committee of Sun Yat-sen Memorial Hospital (Approval No. AP20240248). PY8119 (5 × 10⁵) or EO771 (1 × 10^6^) cells were orthotopically injected into the inguinal fat pad beneath the fourth nipple pair of C57BL/6 or NOD-SCID mice. For chemical sympathectomy, mice were anesthetized with 1% sodium pentobarbital and administered 6-hydroxydopamine (6-OHDA; #S5324, 2 mg/20 g body weight, i.p.) or saline (vehicle control) on the day of tumor implantation and again on day 5 to prevent reinnervation. For NFL treatment, NFL (CUSABIO, CSB-YP015688MO, 200 µg/200 g body weight) or PBS (control) was mixed with the tumor cell suspension prior to implantation. After tumor establishment, a single intratumoral injection (10 µL) was administered. For nerve lysate treatment, the procedure was identical to that of the NFL protocol, but normal saline was used as the control. In compliance with ethical guidelines, tumor size was restricted to ≤ 2000 mm³. Mice were monitored daily and euthanized if tumors exceeded this limit or if body weight loss exceeded 20%.

### Cell lines

PY8119 (#CRL-3278), EO771(#CRL-3461), RAW264.7 (#TIB-71) and THP1 (#TIB-202) cells were purchased from the American Type Culture Collection. All cell lines were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% fetal bovine serum, and maintained at 37 °C in a humidified incubator with 5% CO₂. RAW264.7 and THP1 cells were specifically treated with NFL at final concentrations of 50 ng/mL for 24 h. All cell lines were tested monthly for mycoplasma contamination, and new cells were thawed from frozen stocks after 12 weeks in culture.

### Preparation of nerve lysate

Following euthanasia, the sciatic nerve was exposed via a diagonal incision above the femoral head, excised, and placed in ice-cold saline at 100 µL per 20 mg of tissue. Nerve lysate was prepared by three freeze-thaw cycles (30 s in liquid nitrogen, 1 min thawing), similar to previously described protocol [19].

### Mouse primary cell isolation

Subcutaneous tumors were minced into small fragments to facilitate enzymatic digestion. The fragments were then incubated in RPMI-1640 medium (Invitrogen) supplemented with 0.2 mg/mL collagenase I (Worthington, LS004196) and 0.2 mg /mL collagenase IV (Worthington, LS004188), and 0.01 mg/mL DNase I (Roche, 10104159001) and 2% fetal bovine serum at 37 °C to obtain a single-cell suspension. The resulting cell suspension was filtered through a 70 μm cell strainer to remove clumps and debris.

For CD11b⁺ monocytes and CD8⁺ T cell collection, mouse spleens were harvested and cleared of surrounding adipose and connective tissues. After thorough grinding and passage through a 70 μm cell strainer, the collected cells were resuspended in 4 mL Mouse Lymphocyte Separation Medium (Dakewe, DKW33-R0100). PBS (1 mL) was carefully layered on top, and the suspension was centrifuged at 800 × g for 30 min without brake at room temperature. The resulting cells were resuspended in RPMI-1640 complete medium at 1 × 10^8^ cells /mL. CD11b⁺ cells and CD8⁺ T cells were then separated using the EasySep™ Mouse CD11b Positive Selection Kit II (stemcell, 18970) and REAlease^®^ CD8a MicroBead Kit, mouse (Miltenyi, 130-126-707), respectively, following the manufacturer’s instructions, and immediately used for downstream functional assays and experimental analyses.

### ScRNA seq

Immune cells (CD45^+^) were isolated from C57BL/6 subcutaneous tumors using MACS (Miltenyi, 130-052-301). For nerve lysate or NS treated group, total 20,451 cells were used for analysis, while 20,565 cells were selected in NFL or PBS treated group. Single-cell RNA-Seq libraries were prepared using SeekOne^®^ Digital Droplet Single Cell 3’ library preparation kit (SeekGene, Catalog No. K00202). The libraries were then sequenced on DNBSEQ-T7 platform with PE150 read length. Dimensionality reduction and clustering were conducted using the Seurat V5 R package.

### Generation of bone marrow-derived macrophages (BMDMs) and monocyte-derived macrophages (MDMs)

Bone marrow cells were isolated from C57BL/6 mice by flushing the femoral and tibial cavities with cold RPMI 1640 medium, repeating the process until no red color remained. The medium containingbone marrow cells were filtered through a 70 μm filter into a 15 mL centrifuge tube and centrifuged at 350 g for 5 min. Red blood cells were lysed using a lysis buffer and washed with PBS. For generation of BMDMs, the bone marrow cells were cultured in RPMI 1640 induction medium with 10% FBS and 5 ng/ml M-CSF (Novoprotein, CB34) for 7 days to allow maturation. During the culture process, half of the medium was replaced on day 3 and completely replaced on day 5.

For generation of MDMs, monocytes were isolated from human PBMC using CD14 magnetic beads (Miltenyi, 130-050-201) and resuspended in DMEM containing 20 ng/mL M-CSF (Novoprotein, C417) and 10% FBS. The cells were seeded in a 24-well plate at 5 × 10⁵ cells per well and cultured for 7 days, with medium changes every 3 days to induce differentiation into monocyte-derived macrophages (MDMs). For co-culture experiments, MDMs were seeded at 2 × 10⁴cells/well in 24-well plates with direct (no Transwell) and indirect (Transwell) co-culture systems.

### Flow cytometry

To distinguish live and dead cells, freshly prepared single cell suspensions were incubated with Fixable Viability Stain (BD, 565388) at room temperature for 15 min. For membrane staining, antibodies were diluted in staining buffer (PBS supplemented with 2% FBS) and incubated on ice for 30 min. The antibodies used included FITC anti-mouse CD45 (BioLegend, 103108), Brilliant Violet 605™ anti-mouse/human CD11b (BioLegend, 101237), PE anti-mouse F4/80 (BioLegend, 123109), PE anti-mouse CD4 (BioLegend, 100407), APC anti-mouse CD8a (BioLegend, 100711), APC anti-human CD8 (BioLegend, 980908). For intracellular staining, cells were then fixed and permeabilized using an Intracellular Fixation/Permeabilization Buffer Kit (Elabscience, E-CK-A109) according to the manufacturer’s instructions. Brilliant Violet 421™ anti-human/mouse Granzyme B (BioLegend, 396413) or anti-Ki-67 (BioLegend, 151225) were added to permeabilization buffer and stained for 30 min at room temperature. Data acquisition was performed on a CytoFLEX flow cytometer and analyzed by FlowJo software.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded 5 μm sections of mouse cancer tissue were cuted with a microtome, mounted on adhesive slides and dried at 60 °C. For immunohistochemistry, heat-induced antigen retrieval was performed at pH 9 (ZLI-9069), 100 °C for 10 min then washed with PBS and subsequently blocked with 5% BSA in PBS for 1 h at room temperature. Subsequently, the sections were incubated with primary antibodies against NFL (proteintech, 60189, 1:500) overnight at 4 °C. Anti-mouse HRP (ZB-5305) was utilized asdetection method and incubated for 60 min with the primary antibody. The reaction was visualized with diaminobenzidine (DAB, ZLI-9017) and slides were counterstained with haematoxylin. The slides were imaged using a slide scanner (KFBIO/KF-FL-400, China), and images were analyzed using ImageJ software by manually selecting positively stained regions.

### Immunofluorescence

For immunostaining of cultured cells, cells were fixed with paraformaldehyde and permeabilized for 15 min using 0.1% Triton X-100. Nonspecific binding was blocked by incubating the samples in PBS containing 5% BSA for 1 h at room temperature. Subsequently, cells were incubated overnight at 4 °C with Ki67 primary antibodies (Starter, S0B2332, 1:200). The next day, the samples were washed with PBS and processed with the appropriate secondary antibody detection method. For tumor tissue analysis via multiplex immunofluorescence, samples were first paraffin-embedded and sectioned at 4 μm thickness. Sections were deparaffinized, rehydrated, and subjected to antigen retrieval by incubating the slides in 0.01 M EDTA buffer (pH 8.0) following the manufacturer’s instructions for the kit (Absin, abs50014). Endogenous peroxidase activity was blocked by incubating the slides in PBS containing 3% H₂O₂ for 15 min, followed by 5% BSA blocking for 1 h. Sections were incubated overnight at 4 °C or for 2 h at room temperature with specific primary antibodies, including Cleaved Caspase-3 (CST, 9661, 1:400), pan Cytokeratin (Abcam, ab7753, 1:200), PGP9.5 (abclonal, A19101, 1:500), GZMB (Affinity, AF0175, 1:200), CD8 (Starter, S0B0034, 1:500), F4/80 (Starter, S0B0227, 1:500), and Ki67 (Starter, S0B2332, 1:500). PD1 (Abclonal,1:100), Eomes (Proteintech, 83945, 1:500), Tim3 (Proteintech, 60355, 1:400), Lag3 (Proteintech, 16616, 1:500), Tox (Abcam, AB237009, 1:300) along with IL-2 (Proteintech, 60306, 1:400), IFNγ (Affinity, DF6045, 1:100) and perforin (Abclonal, A0093, 1:100). Images were acquired on KF-FL-400 scanning system (KFbio, China). Quantitative colocalization was performed with the HALO AI Colocalization Module (Indica Labs). For tumor nerve staining, samples were sectioned at 15 μm thickness, imaged with a high speed spinning disk confocal microscope (Andor DragonflyCR-DFLY-202-40), and images were analyzed with Imaris (Bitplane) and ImageJ.

### RNA extraction and quantitative PCR analysis

RNA was extracted from cells using the Super FastPure Cell RNA Isolation Kit (Vazyme, RC102-01). The isolated RNA was quantified using a Nanodrop 2000 (Thermo Fisher).

cDNA was synthesized using the Fast First-Strand cDNA Synthesis Mix for RT (with dsDNase) kit (GOONIE, 500 − 101) according to the manufacturer’s instructions. qPCR was performed using Fast Taq SYBR Green qPCR Mix (GOONIE, 500 − 100) on the LightCycler 480 (Roche), with GAPDH as the normalization gene. mRNA expression analysis was conducted using the 2-ΔΔCt method. The primers used in RT-PCR: TNF-α (CCTGTAGCCCACGTCGTAG / GGGAGTAGACAAGGTACAACCC), IL-6 (CTGCAAGAGACTTCCATCCAG / AGTGGTATAGACAGGTCTGTTGG), and GAPDH (CTGCACCACCAACTGCTTAG / GTCTGGGATGGAAATTGTGA).

### Transwell migration assay

Transwell inserts (8 μm pore size) were placed in a 24-well plate. One day prior to seeding, cells were cultured in serum-free medium for 24 h to induce starvation. On the day of the assay, 500 µL of complete medium containing nerve lysate or NFL was added to the lower chamber. Subsequently, 5 × 10^5^ cells were seeded into the upper chamber of the Transwell insert and incubated for 48 h at 37 °C in a 5% CO₂ incubator. After incubation, the Transwell insert was removed and residual medium was gently aspirated. Wash the insert three times with PBS. Fix the cells with 4% paraformaldehyde at room temperature for 15 min. Following another three PBS washes, cells were stained with 0.1% crystal violet solution at room temperature for 5 minutes, washed three more times with PBS to remove excess crystal violet, and any non-migrated cells were carefully wiped from upper chamber with a moistened cotton swab. Finally, the insert was allowed to air-dry prior to assessment.

### Proliferation test

THP1 cells were seeded into a 96-well plate at a density of 3 × 10⁴ cells per well and allowed to acclimate for 24 h in RPMI 1640 medium supplemented with 10% FBS. The cells were then treated with NFL (50ng/ml) for 24 h, with complete medium containing NFL serving as the blank control. After treatment, 10 µL of CCK8 reagent (NCM Biotech, C6005) was directly added to each well without removing the culture medium. The plate was incubated for 1 hourat 37 °C in a 5% CO₂ incubator. Absorbance at 450 nm was measured using a microplate reader. All samples were measured in triplicate. The proliferation rate was calculated using the formula: Proliferation Rate = [(Treatment Group OD − Blank Group OD) ÷ (Control Group OD − Blank Group OD)] × 100%.

### Co-culture of macrophages with NFL and CD8^+^ T cells

For direct and indirect co-culture systems, macrophages and CD8^+^ T cells were plated in 24-well plates either in direct contact or separated by 3-µm pore transwell inserts. MDM were seeded at a density of 2 × 10^4^ cells per well in the lower chamber, followed by the addition of NFL (100 ng/mL) or PBS. Isolated CD8^+^ T cells were then seeded into the upper chamber of the Transwell insert at a density of 1 × 10^6^ cells/mL. Parallel direct co-culture experiments were performed. The co-culture system was incubated in a humidified incubator at 37 °C with 5% CO₂ for 48 h. After the co-culture period, cells were harvested from the upper chambers for further analysis.

### ELISA

The IFN-γ ELISA Kit (AF02182) and the NFL ELISA Kit (AF030415) were utilized. For neurofilament light chain (NFL) in tumor tissue after intraperitoneal injection of 6-OHDA or normal saline, tissues were washed with ice-cold PBS (0.01 M, pH 7.4), weighed, minced, homogenized in ice-cold PBS (1:9 w/v), centrifuged at 4 °C, 5000 g for 5 min, and the supernatant was collected. Sample integrity was maintained by centrifugation (10,000 × g, 10 min) and storage at − 80 °C prior to analysis. The standards and samples were processed with capture antibodies, biotinylated detection antibodies, and streptavidin-HRP, followed by TMB development and 450 nm absorbance reading. Both assays included blank, negative, and positive controls.

### Cell senescence detection

CD8^+^ T cell senescence in tumor tissues was detected by isolating primary cells from tumor samples and labeling them with the Senescence-Tracker™ Near-infrared probe (Beyotime, C0603) following the manufacturer’s protocol. Briefly, cells were seeded at 1 × 10⁶ cells/mL in 12-well plates (1mL each well) containing RPMI-1640 medium with 10% FBS, incubated with the 1:1000 diluted probe for 30 min at 37 °C in 5% CO₂, and protected from light for 48 h. After washing twice with PBS to remove unbound probe, cells were stained with FVD780 viability dye and anti-CD8 antibody for 24 h, then resuspended in 500 µL PBS for flow cytometry analysis using a CytoFLEX instrument, with β-galactosidase activity serving as the senescence marker.

## Result

### Peripheral nerve injury correlates with poor prognosis and promotes breast cancer growth

To investigate whether the extent of nerve injury correlates with patient prognosis, we used the GOBP_NEURON_APOPTOTIC_PROCESS gene set from the GSEA database and stratified patients with TCGA-BRCA into high- and low- expression groups based on the overall expression levels of this gene set. We plotted overall survival (OS) curves for both groups. Survival analysis revealed that breast cancer patients with higher nerve injury levels had a significantly poorer prognosis (Fig. 1A), suggesting that nerve injury may contribute to tumor progression.

**Fig. 1:**
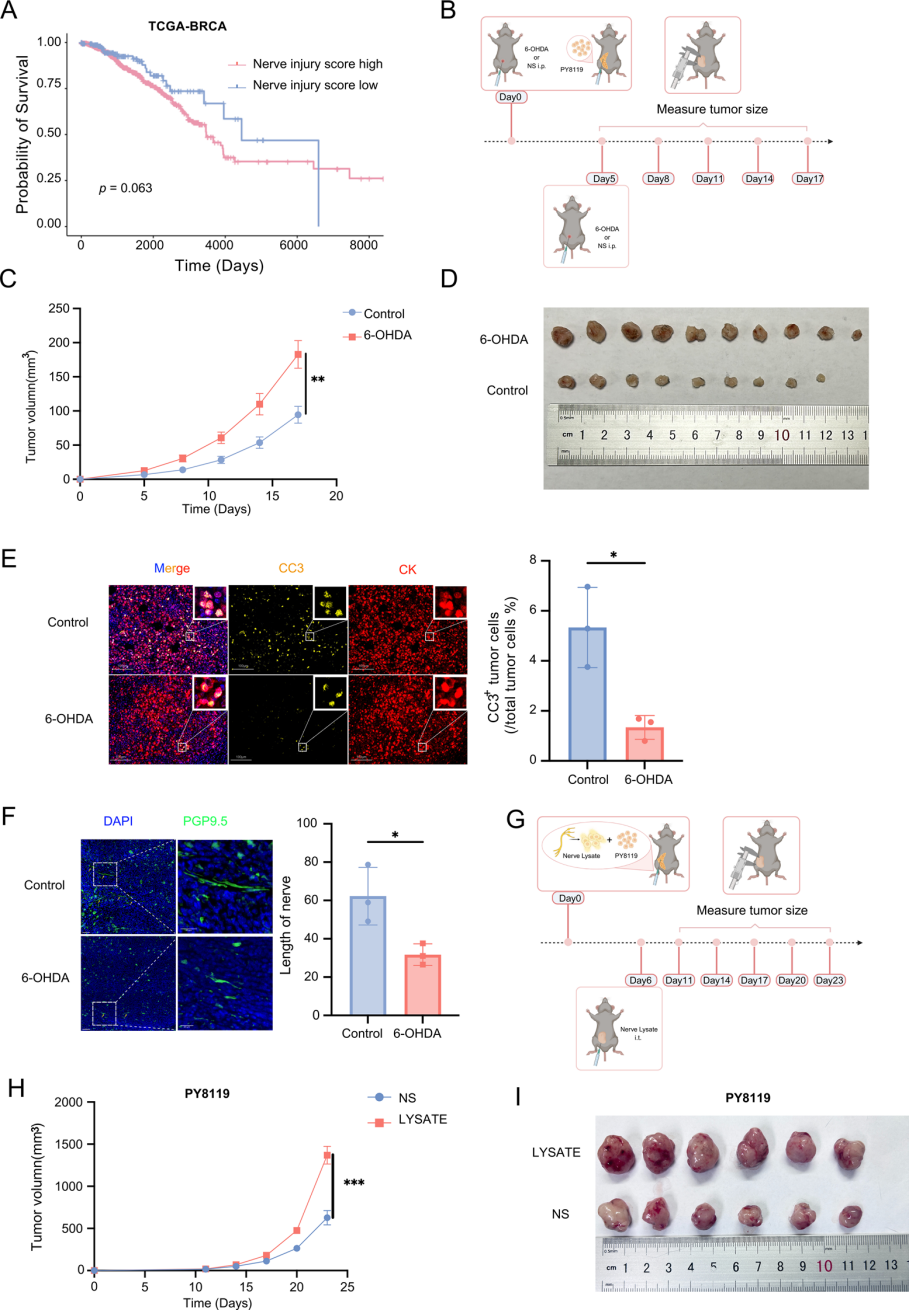
Peripheral neural injury correlated with poor prognosis and promoted breast cancer growth. (**A**) Overall survival curves for breast cancer patients with high or low degree of nerve injury in the TCGA-BRCA cohort. (**B**) Schematic of 6-OHDA treatment in a PY8119 tumor mouse model. (**C**) Tumor growth curve of PY8119 tumors upon treatment with 6-OHDA or normal saline in C57BL/6 mice. (*n*_control_ = 9, *n*_6 − OHDA_=10). (**D**) The image of tumors from the control and 6-OHDA treatment groups in C57BL/6 mice. (**E**) Representative immunofluorescence images showing Cleaved Caspase-3 (CC3) and panCK staining in tumor tissues from mice treated with 6-OHDA or normal saline. Right panel shows the proportion of dead tumor cells, quantified by CC3 and panCK co-staining. (*n* = 3 per group). (**F**) Representative immunofluorescence images showing PGP9.5 staining in tumor tissues from mice treated with 6-OHDA or normal saline(left), the right panel shows the quantification of length of nerve in two groups. (*n* = 3 per group). (**G**) Experimental design of nerve lysate treatment in a PY8119 tumor mouse model on C57BL/6 background. (**H**) Tumor growth curve of PY8119 tumor upon treatment with nerve lysate or normal saline in C57BL/6 mice. (*n* = 6 per group). (**I**) The image of tumors from the normal saline and nerve lysate treatment groups in C57BL/6 mice. Data in (**C**) and (**H**) are presented as mean ± SEM, data (**E**) and (**F**) is presented as mean ± SD. Data in (**E**) is statistic by HALO software, statistical significance was determined by two-tailed student’s t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. I.p.: Intraperitoneal injection

6-OHDA treatment could significantly reduce the abundance of sympathetic nerve fibers in the mammary gland [20]. It enters neurons through dopamine or norepinephrine transporters [21], generating reactive oxygen species (ROS) that disrupt cellular metabolism [22] and lead to neuronal death, as a common method for modeling nerve injury [23–25]. To further explore the role of nerve injury in tumor progression, we intraperitoneally administered 6-OHDA to C57BL/6 mice (Fig. 1B). PY8119, a spontaneous mammary tumor cell line [26], was used for fat-pad tumor implantation. Upon monitoring tumor growth, we found that tumors in the 6-OHDA-treated group grew significantly faster than those in the sham group (Fig. 1C-D). Consistent with this observation, immunofluorescence staining and statistical analyses revealed a significant decrease in the proportion of apoptotic tumor cells in the 6-OHDA group (Fig. 1E). To evaluate whether 6-OHDA effectively induced nerve injury in the breast, we performed PGP9.5 immunofluorescent staining on breast tumor tissue samples from mice treated with or without 6-OHDA. The results demonstrated that intraperitoneal administration of 6-OHDA significantly reduced nerve fiber density in the breast, successfully establishing a model of nerve injury (Fig. 1F). Furthermore, to directly observe the effect of nerve damage on tumor progression, we obtained sciatic nerves from C57BL/6 mice and added a certain proportion of physiological saline, followed by repeated freezing and thawing with liquid nitrogen to obtain a nerve lysate, which was injected into the tumor to simulate nerve damage. Using the intratumoral nerve lysate model (Fig. 1G), we observed that tumor growth was significantly faster in the nerve lysate group than in the saline-injected control group (Fig. 1H and I), consistent with the effect of 6-OHDA treatment. Additionally, to validate these findings across breast cancer subtypes, we conducted additional experiments using murine EO771 cells (luminal-like characteristics) [27]. 6-OHDA and nerve lysate (NL) treatments in EO771 tumors recapitulated the Py8119 model results, showing consistent patterns of accelerated tumor growth (Figure S1A-B).

These findings indicate that nerve injury accelerates tumor progression, and that nerve integrity plays an important role in curbing the malignant progression of tumors.

### Peripheral nerve destruction restrains anti-tumor immunity

Tumor development cannot be separated from immune system regulation. When antitumor immunity is suppressed, tumors often undergo malignant progression [28]. To determine whether nerve injury impacts antitumor immunity, we compared tumor growth in immunodeficient (NOD-SCID) and immunocompetent (C57BL/6) mice after 6-OHDA treatment. While tumor growth increased in C57BL/6 mice (Fig. 1C-D), no difference was observed in NOD-SCID mice (Fig. 2A and B), indicating that nerve injury-driven tumor progression requires an intact immune system. This lack of difference in the immunodeficiency model led us to hypothesize that nerve injury may affect antitumor immunity, which could explain the observed differences in immunocompetent mice.

**Fig. 2:**
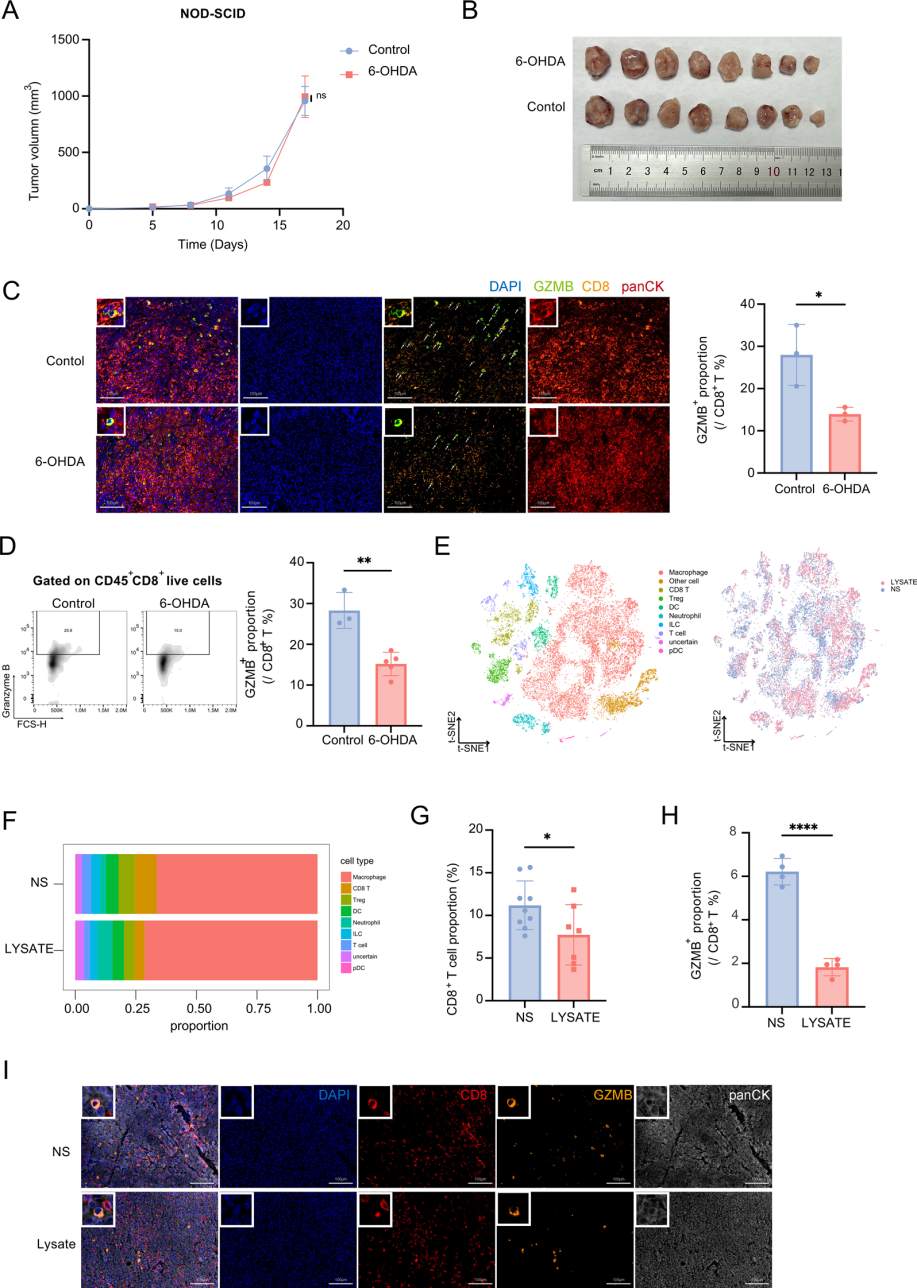
Peripheral nerve destruction restrained antitumor immunity. (**A**) Area under the curve of tumor size in NOD-SCID mice upon treatment with 6-OHDA or normal saline. (*n* = 8 per group). (**B**) The image of tumors from the control and 6-OHDA treatment groups.in NOD-SCID mice. (**C**) Representative immunofluorescent images of Granzyme B (GZMB), CD8, and panCK staining in tumor tissues from mice treated with 6-OHDA or normal saline (left). Right panel shows the proportion of GZMB^+^ cells among total CD8^+^ T cells. (*n* = 3 each group). (**D**) Percentage of GZMB^+^ cells among CD45^+^CD8^+^ T cells, as measured by flow cytometry. (*n*_Control_ = 3, *n*_6 − OHDA_ = 6. (**E**) t-SNE map of immune cell populations following treatment with nerve lysate or normal saline (left). Right panel shows t-SNE map of immune cell population distributions, grouped by treatment. (**F**) Proportional distribution of immune cells in tumor tissues from mice treated with LYSATE or NS. (**G**) Percentage of CD8^+^ T cells, as measured by mIHC, statistic by HALO software. (**H**) Proportion of GZMB^+^ cells within total CD8^+^ T cells in the LYSATE and NS treatment groups, as measured by mIHC, statistic by HALO software. (**I**) Representative immunofluorescent images of (**G**) and (**H**). Data in (**A**) are presented as mean ± SEM, while other data are presented as mean ± SD. Data in (**G**) and (**H**) are statistic by HALO software. Statistical significance was determined using a t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

CD8^+^ T-cells are believed to play a major role in antitumor immunity. To further explore whether nerve damage is directly related to CD8^+^ infiltration within the tumor, we analyzed the relationship between nerve injury severity and CD8^+^ T cell infiltration in breast cancer patients using the TCGA-BRCA dataset and stratified them into high and low nerve damage groups according to the severity of nerve damage. Then, the infiltration score of CD8^+^ T cells was evaluated using CIBERSORT. Correlation analysis revealed a significant reduction in CD8^+^ T cell infiltration in patients with higher levels of nerve damage (Figure S2A and Figure S2B). This indicates that nerve injury could negatively affect CD8^+^ T cell-mediated anti-tumor immunity in patients with breast cancer. In anti-tumor immunity, CD8^+^ T cells typically exert their anti-tumor effects by releasing molecules such as granzyme B (GZMB). To assess the anti-tumor efficacy of CD8^+^ T cells, immunofluorescence and flow cytometry were used to evaluate this phenomenon in an animal model.

Immunofluorescence analysis of tumor tissues from 6-OHDA-treated and sham-treated mice supported this hypothesis. The 6-OHDA group exhibited a significantly lower proportion of GZMB^+^ CD8^+^ T cells (Fig. 2C). Flow cytometry confirmed these findings, revealing fewer GZMB^+^ CD8^+^ T-cells in the 6-OHDA-treated group versus controls (Fig. 2D). To further characterize CD8^+^ T cell dysfunction, we analyzed nerve injury-associated changes within CD8^+^ T cell exhaustion, including PD1, Eomes, Tim3, Lag3, KLRG1, Tox, as well as the cytokines IL-2, IFNγ, and Perforin via TCGA-BRCA dataset (Figure S3A).

To obtain more comprehensive information on antitumor immunity during nerve injury, especially changes in CD8^+^ T cells, we next performed single-cell RNA sequencing on CD45^+^ immune cells isolated from the tumors of animals treated with either nerve lysate or normal saline intratumoral injection (Fig. 1H and Figure S2C). After quality control (Figure S2D), the 20,451 cells were clustered into 10 distinct populations and annotated based on high-variance genes (Figure S3E and 2E). A stacked bar plot showing the proportional distribution of these immune cell clusters revealed a significant decrease in the proportion of CD8^+^ T-cells in the nerve lysate group (Fig. 2F). This change was also confirmed through CD8 staining of our tissue sections (Fig. 2G and I). Additionally, we analyzed both exhaustion markers and functional markers in tumor-infiltrating CD8^+^ T cells through single-cell RNA sequencing and immunofluorence staining of tumor section (Figure S3B-C) to comprehensively evaluate the functional state of CD8^+^ T cells. Changes of GZMB were further validated by immunofluorescence staining and statistical analyses (Fig. 2H-I), confirming that nerve lysate treatment impaired CD8^+^ T-cell proliferation and cytotoxic function.

Together, these findings suggest that when nerves are damaged, antitumor immunity is suppressed, particularly with the loss of CD8^+^ T-cell function.

### Nerve injury mediated macrophage proliferation and migration, inducing immune suppression

To investigate the effect of nerve injury on macrophage proliferation, we analyzed the expression of Mki67, a marker of cell proliferation, in the nerve lysate-treated group. At the single-cell sequencing level, the Vln Plot showed that macrophages in the nerve lysate-treated group expressed higher levels of Mki67 (Fig. 3A). Besides, immunofluorescence staining and statistical analysis of tumor tissue sections confirmed that a higher Ki67^+^ proportion of macrophages were present in the nerve lysate-treated group (Fig. 3B-C). In addition, immunofluorescence staining, flow cytometry and statistical analysis of tumor tissue sections confirmed that a higher proportion of macrophages were present in the nerve lysate-treated group (Figure S4A-D).

**Fig. 3:**
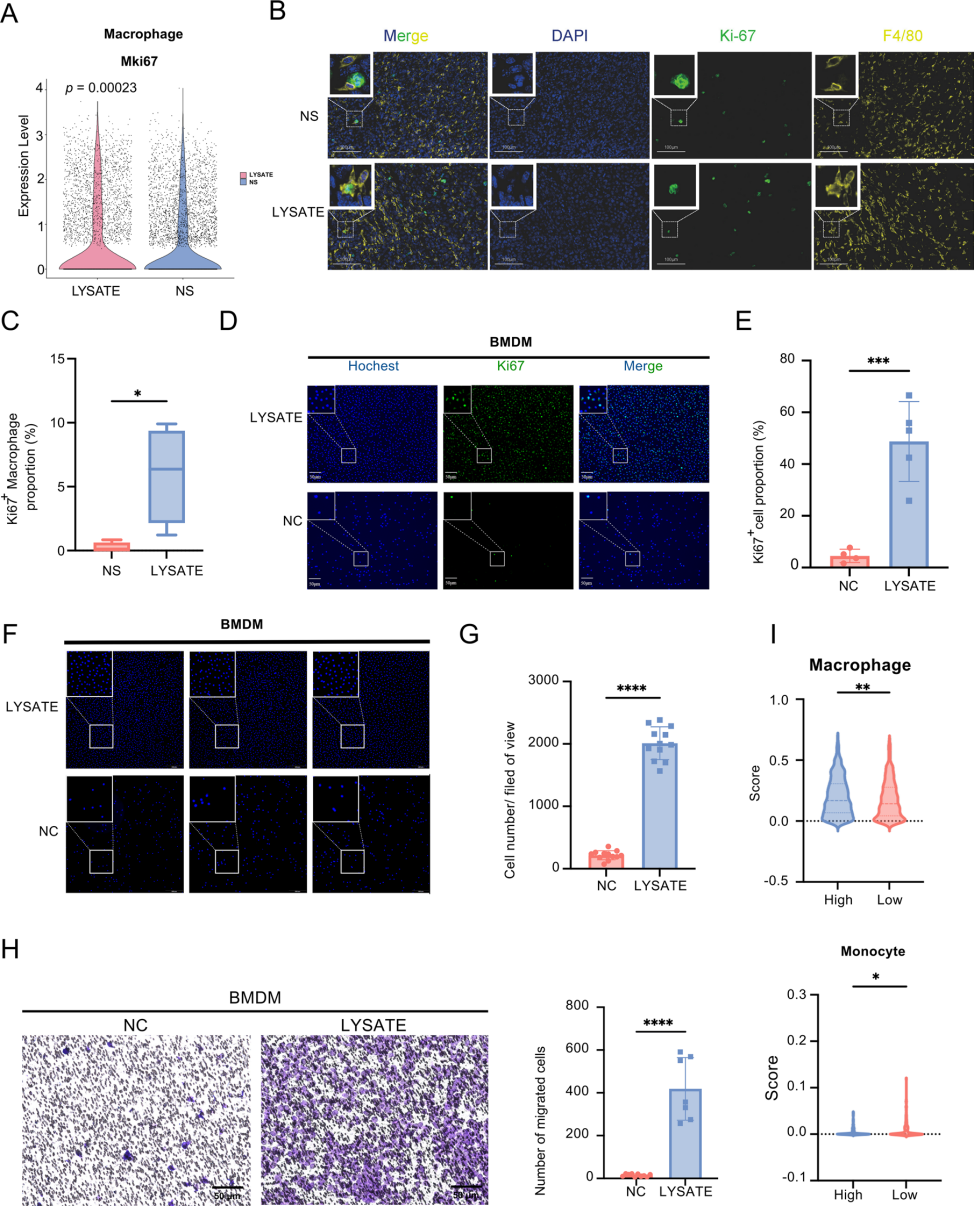
Nerve injury induces macrophage proliferation and migration. (**A**) Expression of Mki67 in macrophages following treatment with nerve lysate or normal saline (NS). (**B**) Representative immunofluorescent images of Ki67 and F4/80 staining in tumor tissues from mice treated with nerve lysate or normal saline (NS). (**C**) The proportion of Ki67^+^F4/80^+^ cells among all F4/80^+^ cells, (*n* = 3 each group). (**D**) Representative immunofluorescent images of Hochest and Ki67 staining in bone marrow-derived macrophages (BMDMs). (**E**) The proportion of Ki67^+^ cells. (**F**) Representative immunofluorescent images of DAPI staining in bone marrow-derived macrophages (BMDMs). (**G**) The cell number in each fileld of view. (**H**) Representative Transwell migration images (left) and statistical results (right) of BMDMs treated with NC or LYSATE. (**I**) Macrophage (up) and monocyte (down) infiltration scores in TCGA-BRCA patients with high or low degrees of nerve injury. Data in (**C**) is presented as median (min–max), all other data are presented as mean ± SD. Statistical significance was determined using a t-test. ***p < 0.001, ****p < 0.0001

In vitro, we treated mouse bone marrow-derived macrophages (BMDMs) with nerve lysate and observed a significant proliferative effect. This was demonstrated by immunofluorescence staining of Ki-67 (Fig. 3D-E), and cell counting for proliferation in BMDMs (Fig. 3F-G). Furthermore, Transwell migration assays with 8 μm pore size chambers demonstrated that nerve lysate treatment enhanced the migratory ability of BMDMs (Fig. 3H).

An increase in tumor-associated macrophages (TAMs) is generally indicative of weaker antitumor immunity and immune evasion [29]. Macrophages that infiltrate tumor tissues mainly originate from peripheral blood monocytes [30]. Our analysis of macrophage and monocyte proportions in the high and low nerve damage groups of patients with breast cancer using the CIBERSORT algorithm showed similar trends, with a higher proportion of TAMs in the high nerve damage group (Fig. 3I).

### Nerve injury promoted breast cancer immune suppression via NFL

To further investigate whether the suppression of antitumor immunity was caused by nerve injury, we fractionated neuronal lysates by molecular weight (> 10 kDa vs. <10 kDa) and found that the > 10 kDa fraction drove macrophage proliferation (Figure S5A), suggesting a protein-mediated effect. Dectecting the high abundant protein and comparing them derived from neuronal and tumor-derived supernatants, we identified neurofilament light chain (NFL) in neuronal lysates, implicating NFL as the active component (Fig. 4A). We conducted experiments using NFL in the PY8119 mammary tumor model, after tumor formation was confirmed, intratumoral injections of NFL (200 ng/20 g) or PBS were administered, and tumor volumes were regularly measured (Fig. 4B). Our results revealed that tumors in the NFL-treated group exhibited significantly faster growth than those in the control group (Fig. 4C). Immunohistochemistry and ELISA revealed markedly elevated neurofilament light chain (NFL) within tumors after intraperitoneal 6-OHDA versus normal saline (Figure S5B), supporting the notion that nerve injury promotes tumor progression. In contrast, when we treated immunodeficient mice with NFL, there was no difference in the growth curve of the tumors (Fig. 4D).

**Fig. 4:**
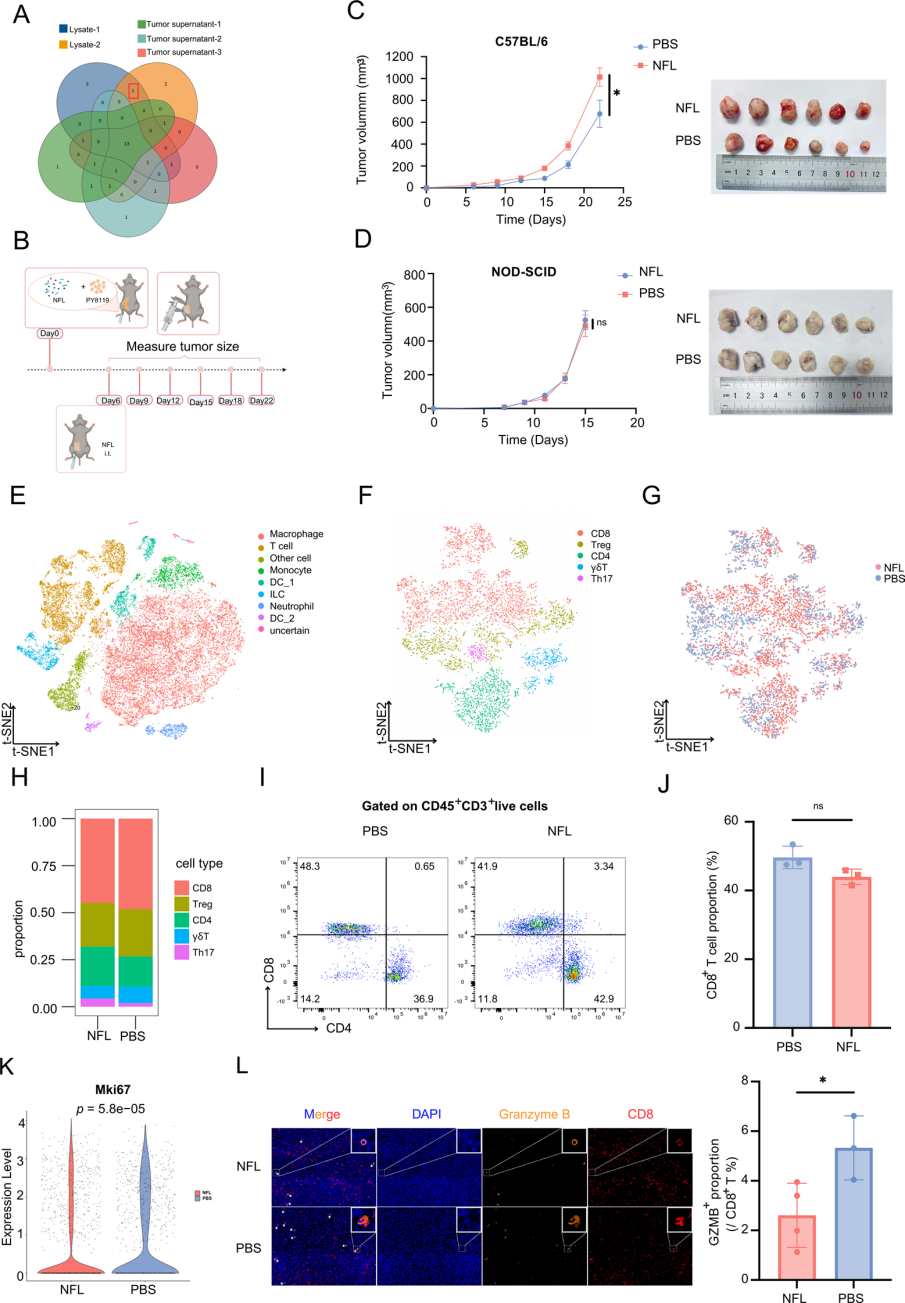
Nerve Injury Promoted Breast Cancer Immune Suppression via NFL. (**A**) The Venn diagram analysis of the top 20 high-scoring proteins (> 10 kDa) from 2 neural lysate samples and 3 tumor supernatant samples identified neurofilament light chain (NFL) as the unique intersection protein present in nerve injury conditions but absent in tumor microenvironments. (**B**) Experimental design of NFL treatment in a PY8119 tumor mouse model on C57BL/6 background. (**C**) Tumor growth curve(up) in C57BL/6 mice treated with NFL or PBS (up), and the image(down) of tumors from the PBS and NFL treatment group in C57BL/6 mice. (*n* = 6 per group). (**D**) Tumor growth curve(left) in NOD-SCID mice treated with NFL or PBS (left), and the image(right) of tumors from the PBS and NFL treatment groups in NOD-SCID mice. (*n* = 6 per group). (**E**) t-SNE map showing the distribution of immune cell populations, grouped by treatment. (**F**) t-SNE map of different T cell subtypes. (**G**) t-SNE map showing T cell subtype distributions, grouped by treatment. (**H**) Proportional distribution of T cells in tumor tissues from mice treated with NFL or PBS. (**I**) Representative flow cytometry plot showing percentage of CD8^+^ or CD4^+^ cells among CD45^+^CD3^+^ live cells from tumor tissues of mice treated with NFL or PBS. (**J**) A scatter plot represents the percentage of CD8^+^ T cells in (**I**), (*n* = 3 pergroup). (**K**) Violin plot showing the expression level of Mki67 in the NFL and PBS treatment groups. (**L**) Representative immunofluorescent images of Granzyme B and CD8 staining in tumor tissues from mice treated with NFL or PBS (left). Right panel shows the proportion of GZMB^+^ cells among total CD8^+^ T cells, as measured by mIHC, statistic by HALO software, (*n*_NFL_ = 4, *n*_PBS_ = 3). All data are presented as mean ± SD. Statistical significance was determined using a t-test. *p < 0.05

Next, to assess the impact of NFL treatment on antitumor immunity, we isolated tumor-infiltrating immune cells and performed single-cell RNA sequencing, similar to the nerve lysate treatment. Total 20,565 cells were used for analysis. After QC (Figure S5C), a t-SNE map was drawn to identify major immune cell populations, including macrophages, T-cells, monocytes, dendritic cells (DCs), innate lymphoid cells (ILCs), and neutrophils (Fig. 4E and Figure S5D-E), with T-cells and macrophages being the predominant populations. We focused specifically on T-cells and further classified them (Fig. 4F and Figure S5F-G). Our analysis revealed a decrease in the proportion of CD8^+^ T-cells in the NFL-treated group (Fig. 4G-H), which was similar to the results of nerve lysate treatment. The proportion of CD8^+^ T cell proportion detected by flow cytometry showed similar trend (Fig. 4I-J), although this trend did not reach statistical significance. Additionally, the expression level of Mki67 was significantly reduced in CD8^+^ T cells following NFL treatment (Fig. 4K), similar to those of the lysate treatment. Immunofluorescence staining of the tumor sections further supported these findings, showing a lower proportion of GZMB^+^ CD8^+^ T-cells in the NFL-treated group than in the control group (Fig. 4L). Also, NFL treatments in EO771 tumors recapitulated the Py8119 model results, showing consistent patterns of accelerated tumor growth (Figure S5H).

Together, these results suggest that NFL treatment impairs CD8^+^ T-cell function, leading to suppressed antitumor immunity.

As previously mentioned, single-cell RNA sequencing of tumor-infiltrating immune cells revealed the predominance of macrophages and T-cells within the tumor microenvironment (Fig. 4E). To further investigate the effect of NFL treatment on immune cell populations, we created a cell proportion chart that showed an increase in the proportion of macrophages following NFL treatment (Fig. 5A-B). Similar results were observed in the nerve lysate treatment group compared to the normal saline (NS) control group (Fig. 2F). Moreover, flow cytometric analysis of CD11b^+^F4/80^+^ double-positive macrophages confirmed a higher proportion of these cells in the NFL-treated groups. (Fig. 5C-D). Immunofluorescence analysis of the tumor tissue sections confirmed these findings, with an increased presence of macrophages in NFL-treated tumors (Fig. 5E-F). Immunofluorescence staining and quantitative analysis of tumor sections further showed a higher proportion of Ki67^+^ macrophages (F4/80^+^Ki67^+^) in the NFL-treated group (Figure S6E), consistent with the proliferative phenotype observed following nerve lysate treatment (Fig. 3B-C). Furthermore, immunofluorescence staining (Fig. 5G-H) and flow cytometry analysis (Fig. 5I-J) of the 6-OHDA-treated tumor samples also revealed an increase in the proportion of tumor-associated macrophages (TAMs) within the tumor.

**Fig. 5:**
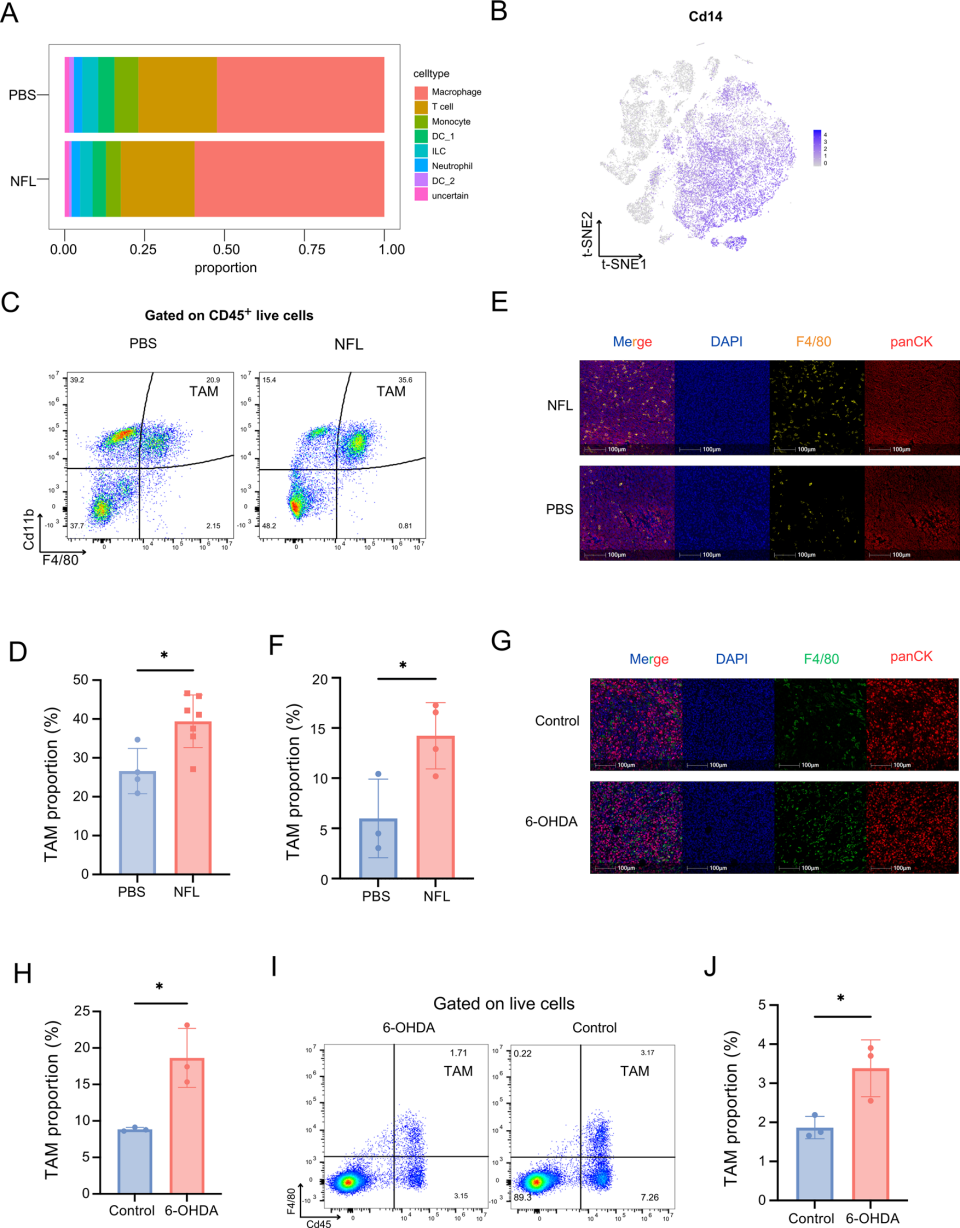
NFL treatment increased the proportion of tumor-infiltrating macrophages. (**A**) Proportional distribution of myeloid cells in tumor tissues from mice treated with NFL or PBS. (**B**) Feature plot showing the expression of *Cd14* in immune cells from tumor tissues. (**C**) Representative flow cytometry plot showing immune cells from tumor tissues of mice treated with PBS or NFL. (**D**) The proportion of TAM (CD11b^+^F4/80^+^) cells within CD45 + live cells in (**C**), (*n*_PBS_ = 4, *n*_NFL_ = 7). (**E**) Representative immunofluorescent images of F4/80 and panCK staining in tumor tissues from mice treated with NFL or PBS. (**F**) shows the proportion of F4/80^+^ cells among total cells in (**E**), statistic by HALO software, (*n*_PBS_ = 3, *n*_NFL_ = 4). (**G**) Representative immunofluorescent images of F4/80 and panCK staining in tumor tissues from mice treated with NS (control) or 6-OHDA. (**H**) The proportion of TAM (CD45^+^/F4/80^+^) cells within cells in (**G**), (*n*_Control_ = 3, *n*_6 − OHDA_ = 3). (**I**) Representative flow cytometry plot showing TAM (F4/80^+^) cells from tumor tissues of mice treated with NS (control) or 6-OHDA. (**J**) The proportion of TAM (CD11b^+^F4/80^+^) cells within live cells in (**I**), (*n*_Control_ = 3, *n*_6 − OHDA_ = 3). All data are presented as mean ± SD. Data in (**F**) and (**H**) were statistically analyzed using HALO software. Statistical significance was determined using a t-test. *p < 0.05, **p < 0.01, ***p < 0.001

Additionally, we treated human monocyte-derived macrophages (MDMs) and THP1 with or without NFL in vitro. Assessments were made using immunofluorescence staining (Figure S6A), cell counting (Figure S6B), transwell (Figure S6D) and CCK8 proliferation assays (Figure S6C). These results further support the observation that NFL induces a proliferative phenotype of macrophages.

These parallel observations across distinct subtypes underscore the broad relevance of nerve injury-induced immunomodulation in breast cancer progression.

### NFL-induced TAM enrichment promoted CD8^+^ T cell senescence

Tumor-associated macrophages accumulate in the tumor microenvironment where they suppress CD8^+^ T-cell function through various mechanisms, thereby weakening the antitumor immune response [31–33]. As previously mentioned, we observed that CD8^+^ T-cells exhibited defective proliferation and impaired anti-tumor effects in both the nerve lysate- and NFL-treated models, suggesting a state of T-cell exhaustion or senescence.

To further investigate whether NFL-treated macrophages could influence CD8^+^ T-cell function, we extracted macrophages from the samples with the cell types annotated in Fig. 4E for additional analysis. Macrophages were clustered into seven distinct groups, with cluster 3 being significantly enriched in the NFL-treated group (Fig. 6A-B). This cluster exhibited higher expression levels of inflammatory cytokines, including Tnf, the gene name of TNF-α and Il6 (Fig. 6C and Figure S7A-B). To determine whether NFL would promote the upregulation of Tnf and Il6 expression in macrophages, we treated RAW264.7 cells with NFL and performed RT-qPCR analysis. The results showed that NFL significantly enhanced the expression of Tnf and Il6 in RAW264.7 cells (Fig. 6D).

**Fig. 6:**
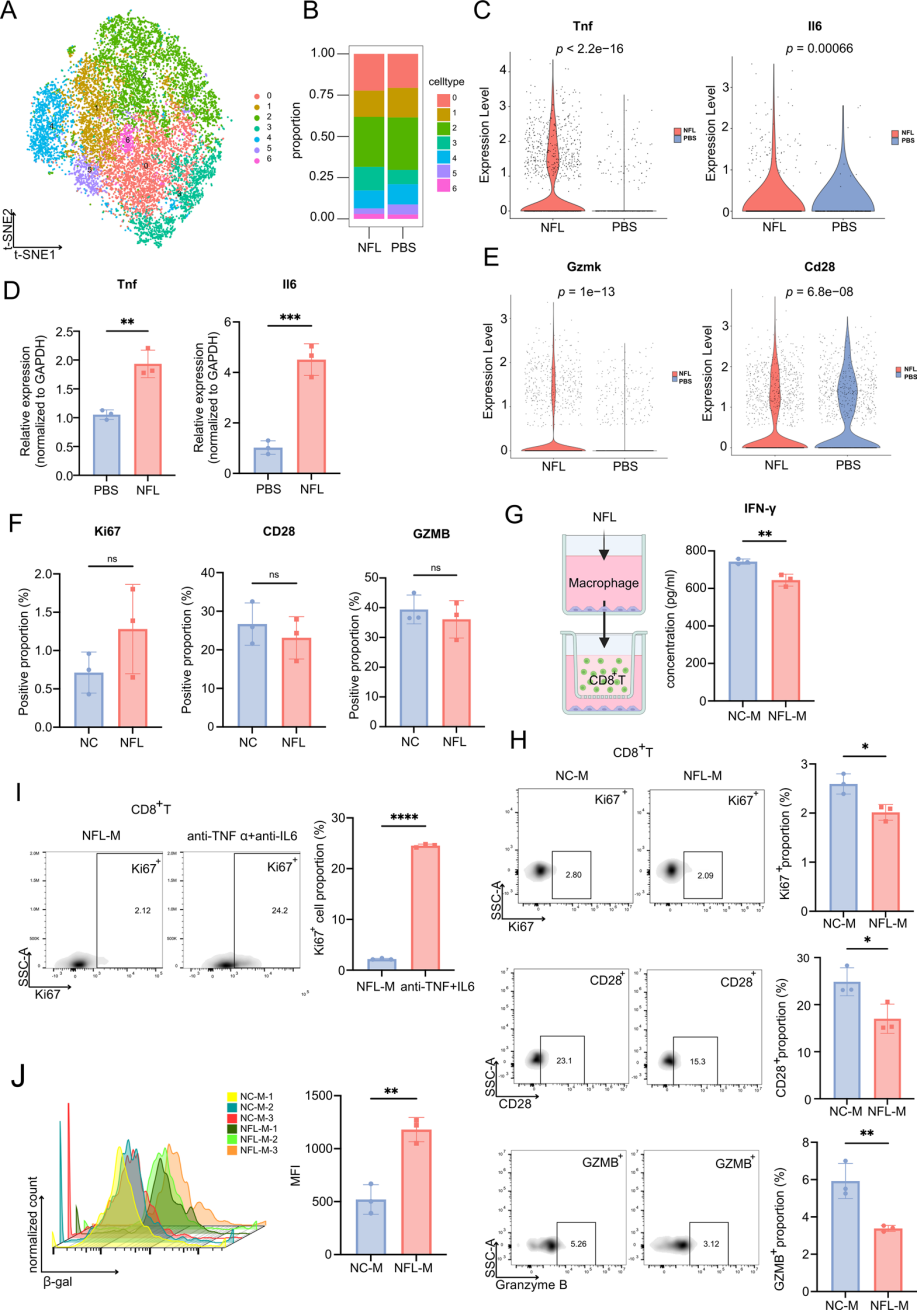
NFL-induced TAM enrichment promoted CD8^+^ T cell senescence. (**A**) t-SNE map showing macrophage populations following NFL or PBS treatment. (**B**) Proportional distribution of each macrophage cluster after treatment with NFL or PBS. (**C**) Expression of Tnf (left) and Il6 (right) in macrophages following NFL or PBS treatment. (**D**) Relative expression (normalized to GAPDH) of Tnf (left) and Il6 (right) in macrophages following NFL or PBS treatment, detected by RT-qPCR. (**E**) Expression of Gzmk (left) and Cd28 (right) in CD8^+^ T cells following NFL or PBS treatment. (**F**) Positive proportion of Ki67, CD28 and GZMB in CD8^+^ T cells following NFL or PBS treatment, detected by flow cytometry. (**G**) Schematic of non-contact co-culture between macrophages and CD8^+^ T cells, and proportion of GZMB^+^ CD8^+^ T cells in co-culture with macrophage-conditioned media after NFL or PBS treatment (left). The IFN-γ levels in the supernatant of CD8^+^ T cells, which were quantified by ELISA (right). (**H**)Representative flow cytometry plot (left) showing positive proportion of Ki67, CD28, GZMB in live CD8^+^ T cells treated with PBS or NFL. The right panel shows the proportion of positive cells within CD8^+^ live cells. (**I**) Representative flow cytometry plot (left) showing positive proportion of Ki67 in CD8^+^ T cells treated with macrophages’ supernatant with NFL treatment or additionally added neutralizing antibodies against TNF-α and IL-6. The right panel shows the proportion of Ki67^+^ cells within CD8^+^ live cells. (**J**) Flow cytometry histogram illustrating the expression of the senescence marker β-galactosidase (β-gal) in CD8^+^ T cells (left). Bar graph comparing the mean fluorescence intensity (MFI) of CD8^+^ T cell senescence marker induced by PBS-and NFL-treated macrophages (right). All data are presented as mean ± SD. Statistical significance was determined using a t-test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Furthermore, differential analysis of CD8^+^ T-cells revealed elevated GZMK along with reduced CD28 expression both indicated T cell terminal differentiation and dysfunction in the NFL-treated group (Fig. 6E). We found that CD8^+^ T cells exhibited reduced proliferative capacity and weakened anti-tumor function in both the nerve lysate and NFL-treated groups, which is reminiscent of the characteristics of T cell senescence. Moreover, in the nerve lysate-treated model, similar reductions in CD28 expression were observed in CD8^+^ T cells (Figure S7C), further supporting the notion of T cell dysfunction and senescence.

In vitro, When we directly treated CD8^+^ T cells with NFL, we did not observe any significant changes in Ki67, CD28 and GZMB (Fig. 6F). However, when we treated macrophages from mouse spleen (macrophages were positively selected using CD11b magnetic beads) with NFL, both direct and indirect co-culture systems which performed with transwell insert yielded similar outcomes (Fig. 6G-H and S7D-H), indicating that NFL-stimulated MDM effects on CD8^+^ T cells were primarily mediated by soluble factors. To further investigate the effects of NFL-treated macrophages on CD8^+^ T cells, we collected the supernatant from macrophages treated with NFL and added neutralizing antibodies against TNF-α and IL-6. These antibodies were then applied to CD8^+^ T cells. Using flow cytometry (FC) to detect the expression of Ki67, we found that the Ki67 levels in CD8^+^ T cells were restored when neutralizing antibodies were used (Fig. 6I). This suggests that targeting TNF-α and IL-6 may help restore the proliferative capacity of CD8^+^ T cells.

More interestingly, we used a Senescence-Tracker to determine whether the dysfunction of CD8^+^ T cells was related to their senescence. Flow cytometry results showed that the supernatant from NFL-treated macrophages indeed promoted the senescence of CD8^+^ T cells (Fig. 6J), while NFL alone failed to induce CD8^+^ T cell senescence (Figure S7I-J). 

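Bulk RNA sequencing was carried out on mouse T cells cultured with macrophage supernatant, which carries the soluble factors that the macrophages release. Of the 6 samples, 3 had the supernatant of macrophages activated by neurofilament light chain (NFL), a structural protein of axons. The other 3 had the supernatant of untreated macrophages. Whether the replicates of a group were separate cultures, mice or supernatants is not stated in the sample titles or the paper. According to the design text deposited with the counts, the T cells were taken from spleen with magnetic beads against CD8a. The macrophages were grown from CD11b-selected spleen cells in 50 ng/mL M-CSF over 7 days, and the supernatant made up 50% of a medium with 2% serum. That text gives 5 µg/mL NFL for 24 h, made from freeze-thawed sciatic nerve, whereas the co-culture methods of the paper give 100 ng/mL NFL. In the paper's methods, freeze-thawed sciatic nerve is the nerve lysate, and the NFL of the mouse experiments is a purchased protein. Whether the macrophages received purified NFL or a nerve lysate therefore stays open. Libraries were made from poly(A)-selected RNA. The authors deposited whole-number read counts per gene without normalization, for 55401 genes listed by versioned Ensembl identifier. The identifiers of 54349 genes were identical to GENCODE release M21 (GRCm38), whose coordinates are used here. The paper's text names no aligner, counting program, genome build or strand for these counts.

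The total count was 24639756, 15843045 and 24299918 in control replicates 1 to 3 (median 24299918) and 16190568, 17299428 and 17796228 in NFL replicates 1 to 3 (median 17299428). A floor of 3 counts corresponds to 0.122 to 0.189 CPM (counts scaled to library size) at these depths. No sequencing batch or date is given in the labels or the paper. Between 21135 and 23430 genes were detected per library, and the 10 most abundant genes took 3.98% to 4.11% of the counts. Mitochondrial genes took 1.65% to 1.77% of the counts in the control libraries and 1.54% to 1.60% in the NFL libraries. Pairs of libraries of one group differed by a chi-square per degree of freedom of 1.89 to 3.41, above counting noise, so no library was a copy of another, and pairs from different groups differed by 4.75 to 5.36.

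Counts were scaled by edgeR's TMM factors (0.994 to 1.007), and filterByExpr kept 14082 genes. Each gene was tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment, without a replicate block. The filter, the scaling, the test, the cut-offs and, for gene lists, the statistic used for ranking are among the choices that could change the numbers. Among genes that identify the cells, Cd3e had a median of 53.5 CPM over the 6 libraries, Cd4 25.9 CPM, Cd8a 3.90 CPM and Cd8b1 1.27 CPM. Further genes were looked up after the values were seen. Thy1 had a median of 1641 CPM and Il2ra 1756 CPM. Of the counts on variable segments of the T-cell receptor β chain, Trbv1 took at least 99.869% in each library. The Wilson 95% interval of the lowest share was 99.8% to 99.9%, counting error only. Xist had at most 8 counts in any library. The share of Trbv1 argues against RNA mainly from primary T cells of many clones, such as splenic CD8+ T cells. Which cells the libraries hold stays open.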

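Of the 14082 genes tested, 986 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Expression was higher with NFL-activated macrophage supernatant for 489 of them and lower for 497. With library size alone in place of TMM scaling, 372 genes were higher and 600 lower. The changes were small, with a median absolute log2 fold change of 0.19 among the 986 genes. A further requirement of an absolute log2 fold change of at least 1 moved the count most and left 31 genes, 18 higher and 13 lower. Leaving out NFL replicate 3 gave 508 genes. The groups did not overlap for 3197 genes, 22.7% of those tested, where chance gives 10%.

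Ranked by log2 fold change among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between groups, the 10 largest rises included 5 NF-κB target or pathway genes, which were Ccr7, Relb, Cxcl10, Nfkbia and Ccl5. Nfkbia, which encodes the NF-κB inhibitor IκBα, lies on chromosome 12 of GRCm38 from 55489410 to 55492647. It had 19.6 ± 0.917 CPM (SD, n = 3) with control supernatant and 38.7 ± 2.16 CPM (SD, n = 3) with NFL supernatant, a log2 fold change of 0.98 (standard error 0.075, edgeR adjusted p = 7.4e-15). The separation of the groups for these genes was a condition of the ranking and is no further evidence. The log2 fold change was 1.14 for Ccr7 (adjusted p = 0.0045), 1.04 for Cxcl10 (adjusted p = 1.2e-11) and 0.96 for Ccl5 (adjusted p = 1.9e-04). Cxcl10 overlaps the antisense gene Art3, and whether counting used the strand is not stated. Among the 10 largest falls were Gbp8 (log2 fold change -1.25, adjusted p = 9.4e-04), Atp13a2 (-0.94, adjusted p = 0.0080) and L1cam (-0.88, adjusted p = 0.0059). Gbp8 overlaps Gbp9 and Gbp4, with which it could share reads, and Gbp8 and L1cam each lost the threshold when 1 library was left out (highest adjusted p = 0.0670 and 0.0676). The others were Tnfrsf26, Akap12, Abcg3, Sgsh, Tfr2, Tmem171 and Sall2, of which only Tnfrsf26 and Sgsh were past the threshold with each library left out.

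A list of 45 NF-κB target genes was written before the data were examined. Of its genes, 35 could be tested, and 32 of these were higher and 3 lower with NFL-activated macrophage supernatant. The median log2 fold change of the list was 0.28, and 17 genes were past the threshold. A directional rotation test (fry), which uses the spread between samples, gave an adjusted p = 4.7e-06 over 10 such lists. From the enrichment of the NF-κB gene set in these cells (Fig. 7A) and the movement of NF-κB into the nucleus seen by immunofluorescence (Fig. 7B-C), the paper concludes that the supernatant switches on this pathway in CD8+ T cells.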

The transcriptomic analysis comparing CD8^+^ T cells treated withNFL-activated versus control macrophage supernatant revealed significant NF-κB pathway activation (Fig. 7A-C and Figure S7K), establishing its central role in mediating CD8^+^ T cell dysfunction. NF-κB inhibition significantly reversed the suppressive effects of NFL-activated macrophage supernatant on CD8^+^ T cell function (Fig. 7D). Additionally, when we performed flow cytometry to evaluate the senescence phenotype of CD8^+^ T cells in the NFL-treated mouse model, the results revealed a more pronounced senescence in the NFL-treated group (Fig. 7E). This finding highlights the potential role of macrophage-derived cytokines in modulating CD8^+^ T cell function and senescence.

**Fig. 7:**
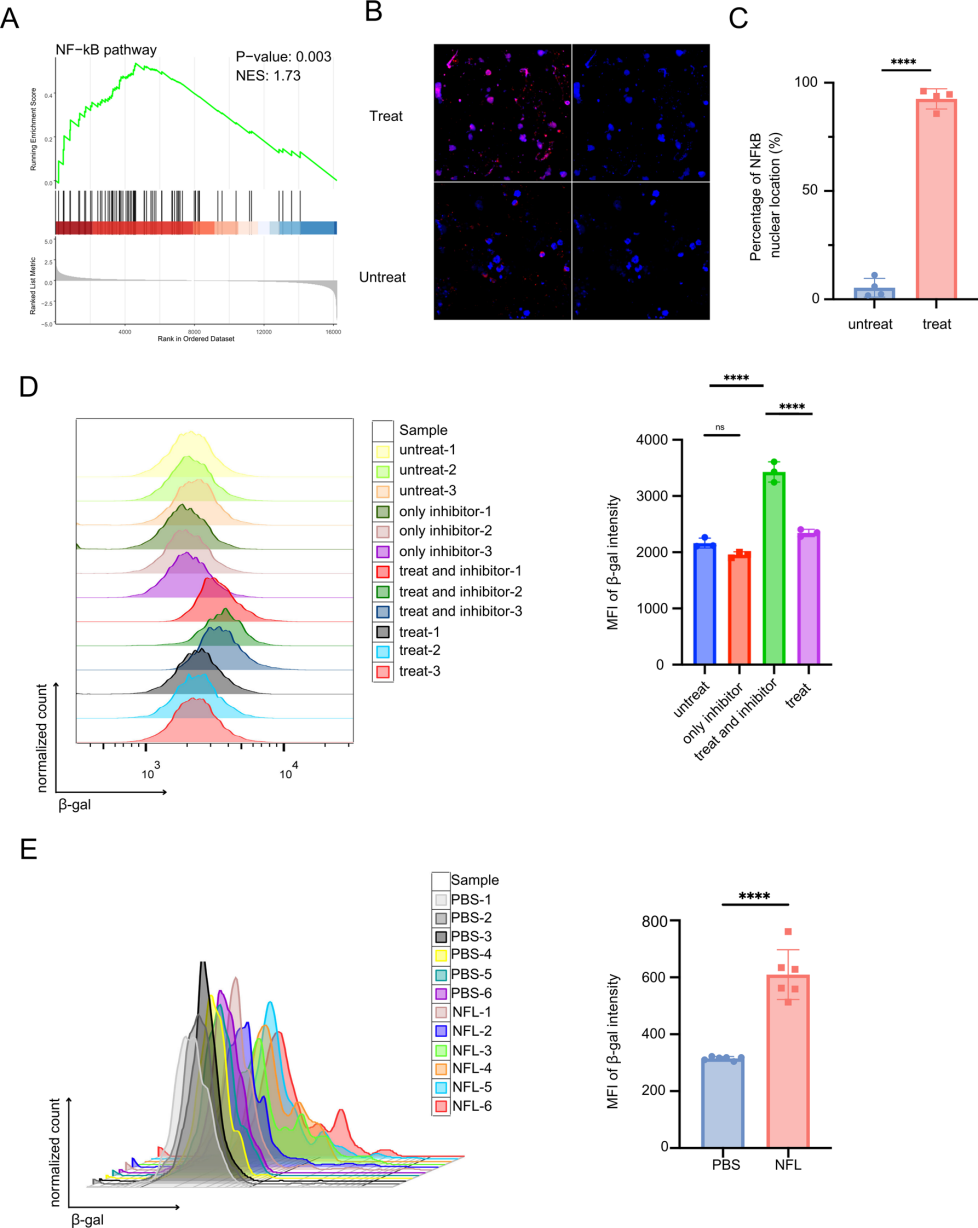
The supernatant of macrophages treated with NFL activates the NF-κB pathway in T cells, promoting cellular senescence. (**A**) GSEA enrichment analysis reveals that supernatants from macrophages treated with NFL activate the NF-κB pathway in CD8 ^+ ^T cells. (**B**) Immunofluorescence representative images shows the nuclear translocation of NF-κB in CD8^+^ T cells treated with supernatants from macrophages treated or untreated with NFL. (**C**) Quantitative analysis of (**B**) showing the percentage of CD8^ +^ T cells with NF-κB nuclear translocation (%) in the NFL-treated macrophage supernatant group versus untreated controls (*n* = 3 per group). (**D**) Flow cytometry histogram illustrating the expression of the senescence marker β-galactosidase (β-gal) in CD8^ +^ T cells treated with: supernatants from NFL-treated macrophages, supernatants from untreated macrophages, NF-κB inhibitor alone, or NFL-treated macrophage supernatants combined with NF-κB inhibitor. Right panel compares the mean fluorescence intensity (MFI) of β-gal in CD8 ^+^ T cells across these treatment groups (*n* = 3 per group). Data are presented as mean ± SD; statistical significance was determined by one-way ANOVA. (**E**) Flow cytometry histogram illustrating the expression of the senescence marker β-galactosidase (β-gal) in CD8^+^ T cells isolated from tumor tissues of mice treated with PBS or NFL (left), right panel shows the mean fluorescence intensity (MFI) of CD8^+^ T cell senescence marker induced by PBS-and NFL-treatment. All data are presented as mean ± SD. Statistical significance was determined using Student’s t-test for all panels except (**D**), where one-way ANOVA was applied (*p* < 0.05, *p < 0.01, **p < 0.001, ***p < 0.0001)

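The paper names the gene set behind Fig. 7A only as the NF-κB pathway. The genes shown in Fig. S7K are proteasome subunits, ubiquitin genes, and receptors, ligands and signalling genes of the TNF family, and a list of 95 genes that completes these families was therefore used here in its place. Of the list, 76 genes passed the count filter. With the 14082 tested genes ranked by log2 fold change, gene set enrichment analysis (fgsea) gave the list a normalized enrichment score of 1.73 (gene permutation p = 3.1e-04). The list contains the 43 heatmap genes, which the paper shows for these same samples. How they were chosen is not stated, so the enrichment of the list cannot be taken as independent evidence. Ranking by the signed square root of F moved this score most, to 2.73 (gene permutation p = 8.7e-15). Without the filter on low counts, 29168 genes were ranked and the score was 0.92 (gene permutation p = 0.663). Gene permutation ignores that genes vary together. The rotation test fry, which uses the spread between the 6 samples and stands in for a permutation of the samples, gave p = 2.2e-04 for the list.

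The 2 parts of the list were also tested apart. Of the 51 proteasome and ubiquitin genes, 49 could be tested, with 40 higher and 9 lower and a median log2 fold change of 0.08. Their score was 1.56 (gene permutation p = 0.0126), and fry gave p = 0.0052. Leaving out control replicate 3 took this score to 1.34 (gene permutation p = 0.109). Of the 44 receptor, ligand and signalling genes, 27 could be tested, with 21 higher and 6 lower and a median log2 fold change of 0.16. Their score was 1.7 (gene permutation p = 0.0067), and fry gave p = 1.4e-06. In the first part 12 genes were past the adjusted p-value of 0.05 in edgeR's test, and 11 of these were higher. In the second part 9 genes were past the threshold and all were higher. These 11 and 9 higher genes were all heatmap genes, and the 9 and 6 lower genes of the parts were all outside the heatmap. The tests of the parts are therefore no independent evidence either. Whether the parts differ from each other was not tested.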

These changes in both NFL-treated macrophages and CD8^+^ T cells suggest that NFL-induced TAM enrichment may accelerate CD8^+^ T cell senescence by releasing inflammatory cytokines that impair T-cell function and contribute to immune evasion in the tumor microenvironment (Fig. 8).

**Fig. 8:**
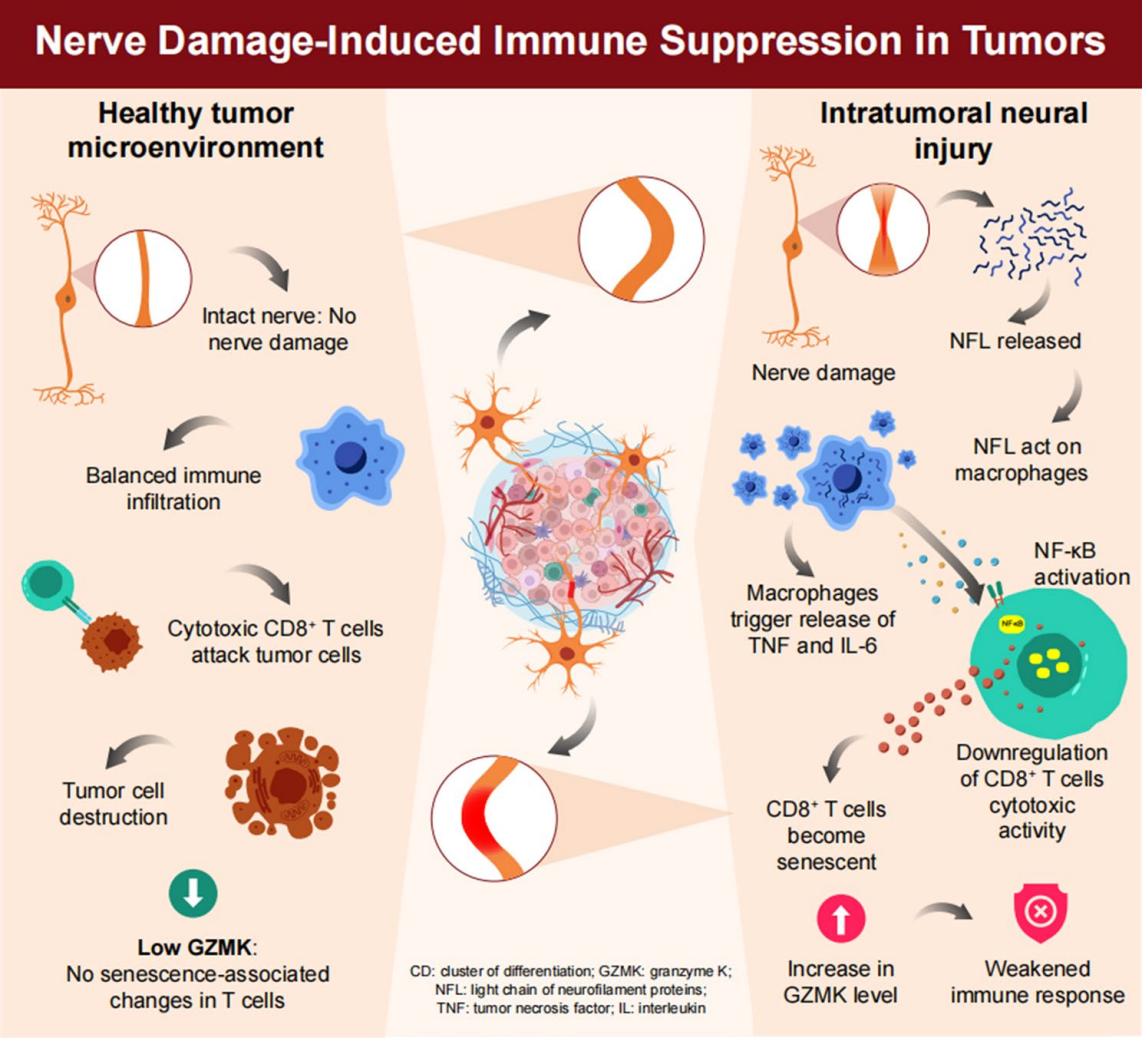
Schematic diagram of our main findings. The illustration of the breast cancer immune microenvironment with or without peripheral nerve injury

## Discussion

Peripheral nerve regeneration, primarily regulated by Schwann cells, is a well-established model for studying nerve repair [34]. While prior research has focused on nerve regeneration in conditions like diabetes [35], epilepsy, and chronic pain [36], the role of nerve damage and repair within the tumor microenvironment (TME) remains poorly understood. Our study reveals that nerve injury in tumors triggers TME alterations that drive tumor growth and immune evasion. Unlike tightly regulated physiological nerve regeneration, breast cancer-associated nerve damage leads to the release of neurofilament light chain (NFL), creating a unique immunosuppressive niche that accelerates tumor progression. GZMK overexpression has been linked to T-cell terminal differentiation and dysfunction [37, 38]. T cell senescence refers to the loss of normal proliferative capacity, reduced antigen reactivity, and increased secretion of inflammatory cytokines, all of which impair the ability of T cells to recognize and kill tumor cells, ultimately inhibiting antitumor immunity [39, 40]. CD28 is an important co-stimulatory molecule on the surface of T cells, and its decreased expression is a hallmark of immune senescence [41]. The supernatant from NFL-treated macrophages significantly modulated the expression of GZMK and CD28 in CD8^+^ T cells, suggesting that NFL plays a critical role in shaping the immunosuppressive microenvironment that drives T cell dysfunction. This suggests that dynamic neural regulation in the TME may form a novel tumor-promoting network independent of classical inflammatory pathways.

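Gzmk (ENSMUSG00000042385.14), which encodes granzyme K, lies on chromosome 13 of GRCm38 from 113171608 to 113225908. It had 56.8 ± 3.78 CPM (SD, n = 3) in T cells with control macrophage supernatant and 38.2 ± 1.48 CPM (SD, n = 3) with NFL-activated macrophage supernatant. The log2 fold change was -0.58 (standard error 0.060, adjusted p = 3.6e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 NFL libraries were below the 3 control libraries (exact two-sided permutation p = 0.1, the smallest that 3 against 3 samples allow). With each library left out in turn the log2 fold change stayed between -0.62 and -0.53. The gene Esm1 lies antisense within the span of Gzmk, with 3.28 CPM against 2.59 CPM, a smaller difference than that of Gzmk.

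Cd28 (ENSMUSG00000026012.2), which encodes a co-stimulatory receptor, lies on chromosome 1 from 60716800 to 60773359. It had 5.28 ± 0.755 CPM (SD, n = 3) with control supernatant and 3.96 ± 0.522 CPM (SD, n = 3) with NFL supernatant, a log2 fold change of -0.40 (standard error 0.180). The groups did not overlap (exact two-sided permutation p = 0.1), but the difference was not past the threshold over all genes (edgeR adjusted p = 0.189, unadjusted p = 0.0289 from the same test). With each library left out in turn the log2 fold change of Cd28 ran from -0.50 to -0.30, and its adjusted p-value was never below 0.161. Both genes were measured in libraries with little Cd8a (median 3.90 CPM) and nearly all Trbv counts on Trbv1. These libraries may not hold primary CD8+ T cells.

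**Figure D1:**
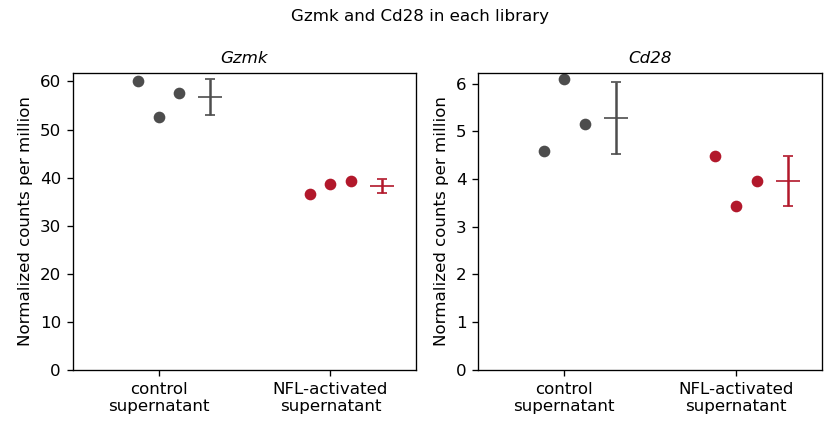
Normalized counts (CPM) of Gzmk (left) and Cd28 (right) in each library with control or NFL-activated macrophage supernatant, where points are libraries (n = 3 each) and the line with a bar beside them gives the mean ± SD. The Gzmk means are 56.8 and 38.2 CPM, and the Cd28 means are 5.28 and 3.96 CPM.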

A limitation of our study is the use of the breast cancer cell line, which induces rapid tumor progression after orthotopic injection and thus may not fully recapitulate the prolonged nerve regeneration process observed in human tumors. Future work should employ long-term tumor models to better simulate tumor-induced nerve injury, neurogenesis, and nerve interactions within the TME.

During tissue repair, macrophage proliferation and migration are typically coupled. Consistent with Wallerian degeneration, nerve lysate treatment enhanced both processes, suggesting that nerve injury promotes macrophage-mediated tissue repair mechanisms. The infiltration of tumor-associated macrophages increases following nerve injury, a phenomenon that is likely driven by the complex roles that macrophages play in nerve injury and repair [42, 43]. Macrophages are involved in clearing axonal debris and disintegrating myelin sheaths, creating a favorable environment for nerve regeneration [44]. They also secrete cytokines and growth factors that regulate angiogenesis and Schwann cell activity, which are crucial for the repair process [42]. Upon nerve injury, macrophages adopt a proliferative phenotype that supports repair mechanisms [45, 46]. Intriguingly, increased infiltration of tumor-associated macrophages (TAMs) following nerve injury implies that nerve damage may foster an immunosuppressive environment conducive to tumor progression.

Our findings redefine NFL—a biomarker of neuronal injury—as an active contributor to tumor immune editing. In breast cancer, NFL enhances TAM infiltration and induces CD8^+^ T cell senescence, facilitating immune evasion. This challenges the conventional view of NFL as a passive injury marker and reveals its direct immunomodulatory role. Notably, unlike tumor-associated neurons that modulate immunity via classical neurotransmitters [5], the immunosuppressive effects of NFL are neurotransmitter receptor-independent, suggesting the existence of previously unrecognized neuro-immune communication pathways in tumors. Solid tumors are complex ecosystems where heterogeneity demands holistic analysis of all components [47, 48]. Despite their emerging significance, tumor-associated nerve fibers in non-CNS malignancies remain understudied. Our work highlights how nerve damage regulates immune evasion in breast cancer, deepening understanding of the tumor ecosystem. Crucially, protecting tumor-infiltrating nerves from injury may reverse immune suppression, offering a novel strategy to inhibit progression. These findings advocate for therapeutic interventions targeting nerve damage in tumors. We will further explore NFL’s role across tumor types and develop NFL-targeted therapies to disrupt its tumor-promoting effects.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The scRNA-seq raw data have been deposited in the NCBI BioSample database with the accession numbers SAMN49890210, SAMN49890211, SAMN49890212, SAMN49890213, SAMN49890214, and SAMN49890215. Additionally, the RNA-seq data have been submitted to the Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE306312.

## Abbreviations

NFL: Neurofilament light chain
TAM: Tumor-associated macrophage
PNS: Peripheral nervous system
TCGA-BRCA: The cancer genome atlas breast cancer dataset
TCGA: The cancer genome atlas
OS: Overall survival
TME: Tumor microenvironment
DC: Dendritic cell
6-OHDA: 6-hydroxydopamine
mIHC: Multiplex immunohistochemistry
scRNA-seq: Single-cell RNA sequencing
PBMC: Peripheral blood mononuclear cells
BMDM: Bone marrow-derived macrophages
MDM: Monocyte-derived macrophages
IFN-γ: Interferon-gamma
TNF-α: Tumor necrosis factor-alpha

# Supplementary material for: Peripheral nerve injury-induced remodeling of the tumor-associated macrophages promotes immune evasion in breast cancer
**Source:** J Exp Clin Cancer Res. 2025 Oct 6;44:280. doi: 10.1186/s13046-025-03545-x
**Supplement:** Supplementary file 1 — Supplementary Material 1

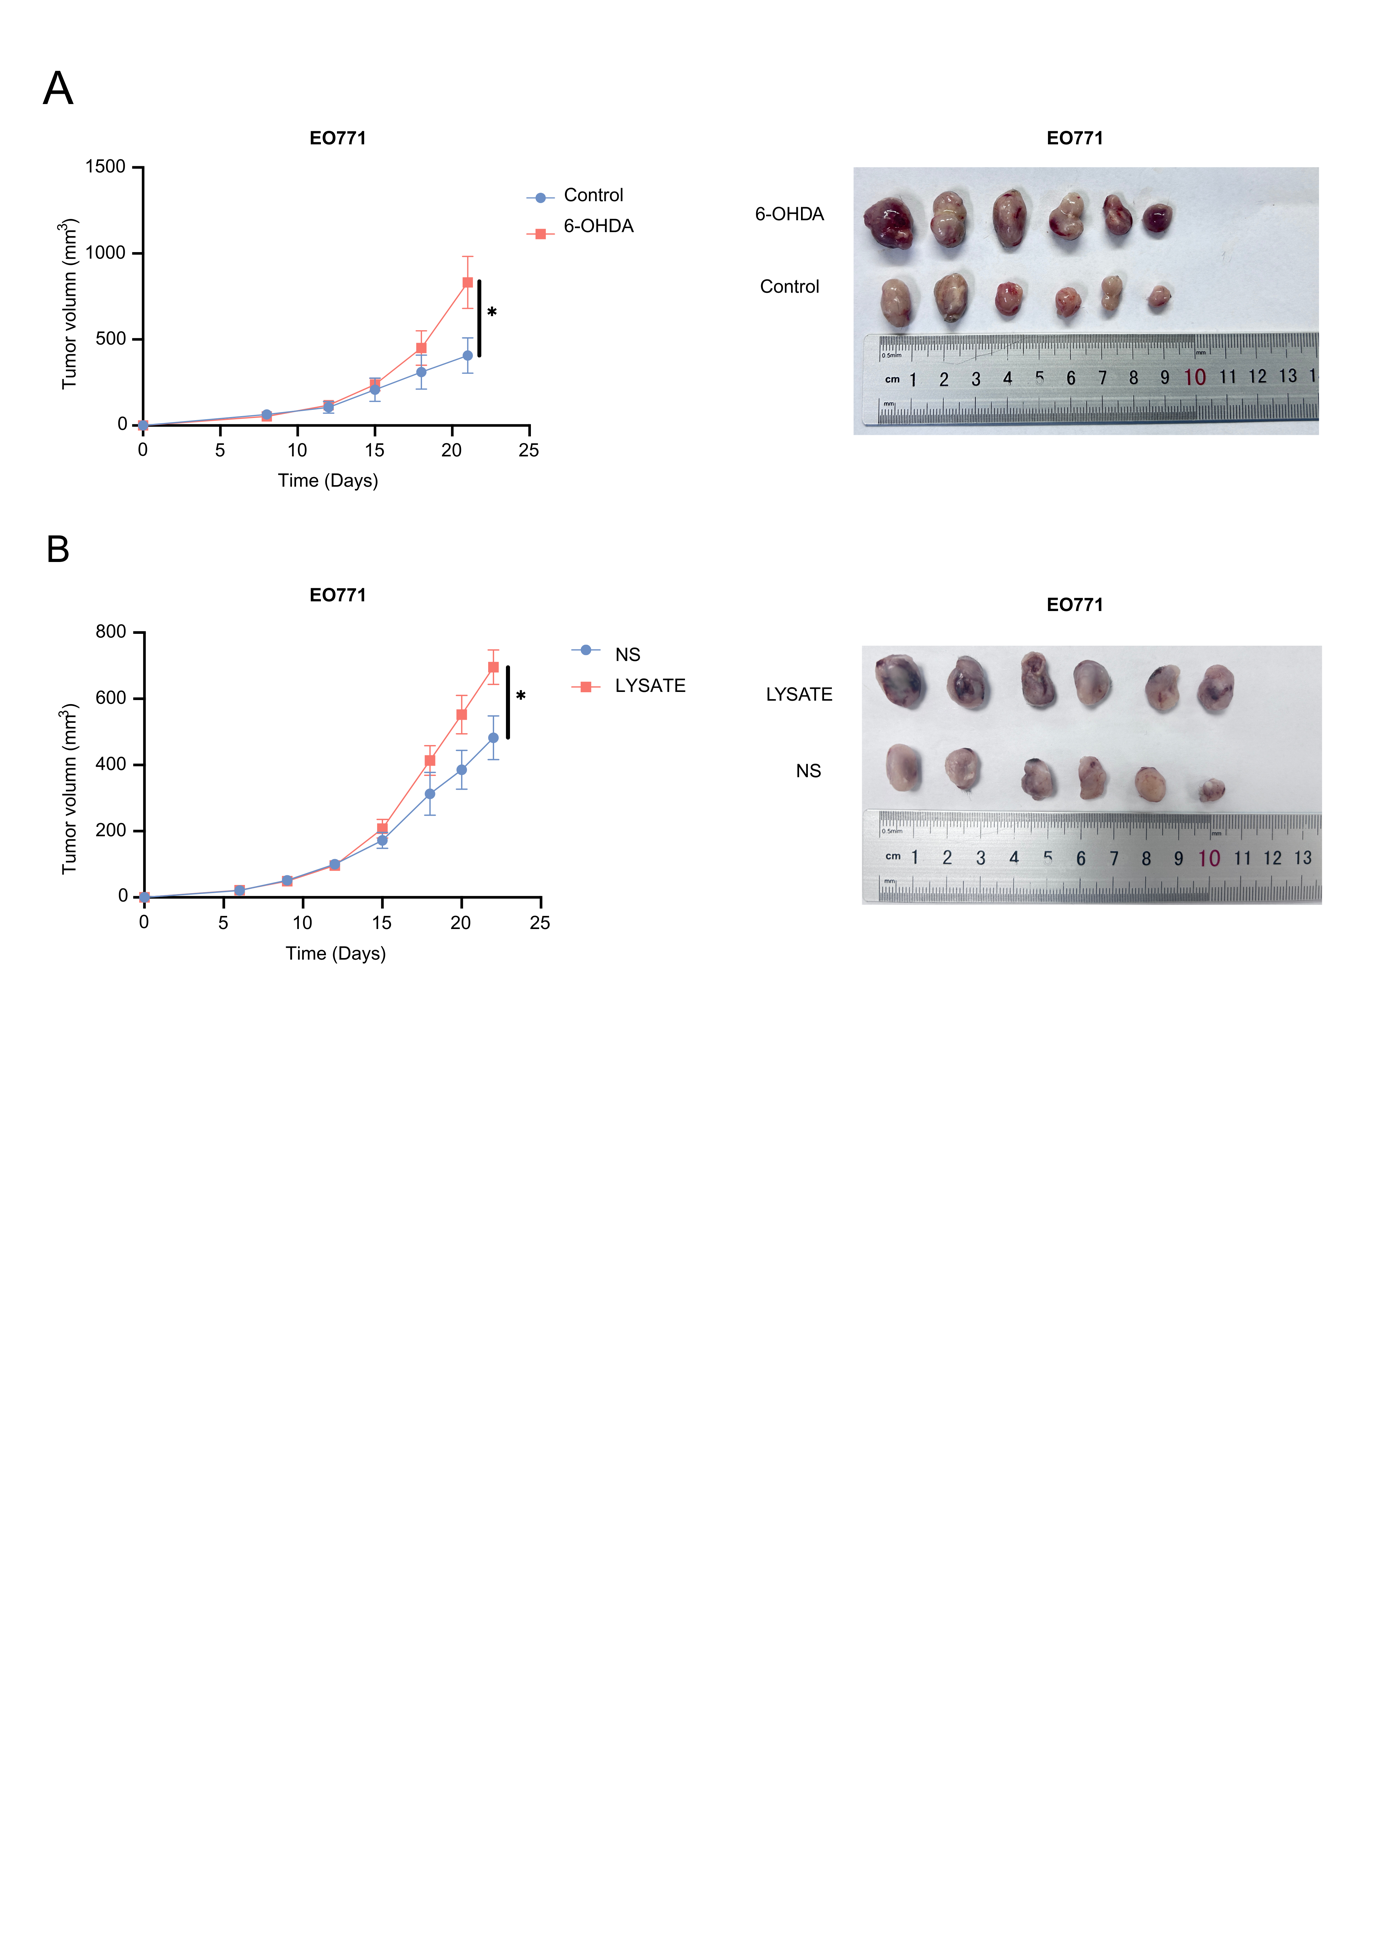

**Fig.S1**

(A) Tumor growth curve of EO771 tumor in C57BL/6 mice treated with 6-OHDA or normal saline (left). Images of excised tumors on the final day with individual tumor sizes shown (right). (*n*=6 each group.)

(B) Tumor growth curve of EO771 tumor in C57BL/6 mice treated with nerve lysate or normal saline (left). Images of excised tumors on the final day with individual tumor sizes shown (right). (*n*=6 each group.)

Data is presented as mean ± SEM. Statistical significance was determined by two-tailed student’s t-test. **p* < 0.05, ***p* < 0.01, ****p* < 0.001, *****p* < 0.0001.

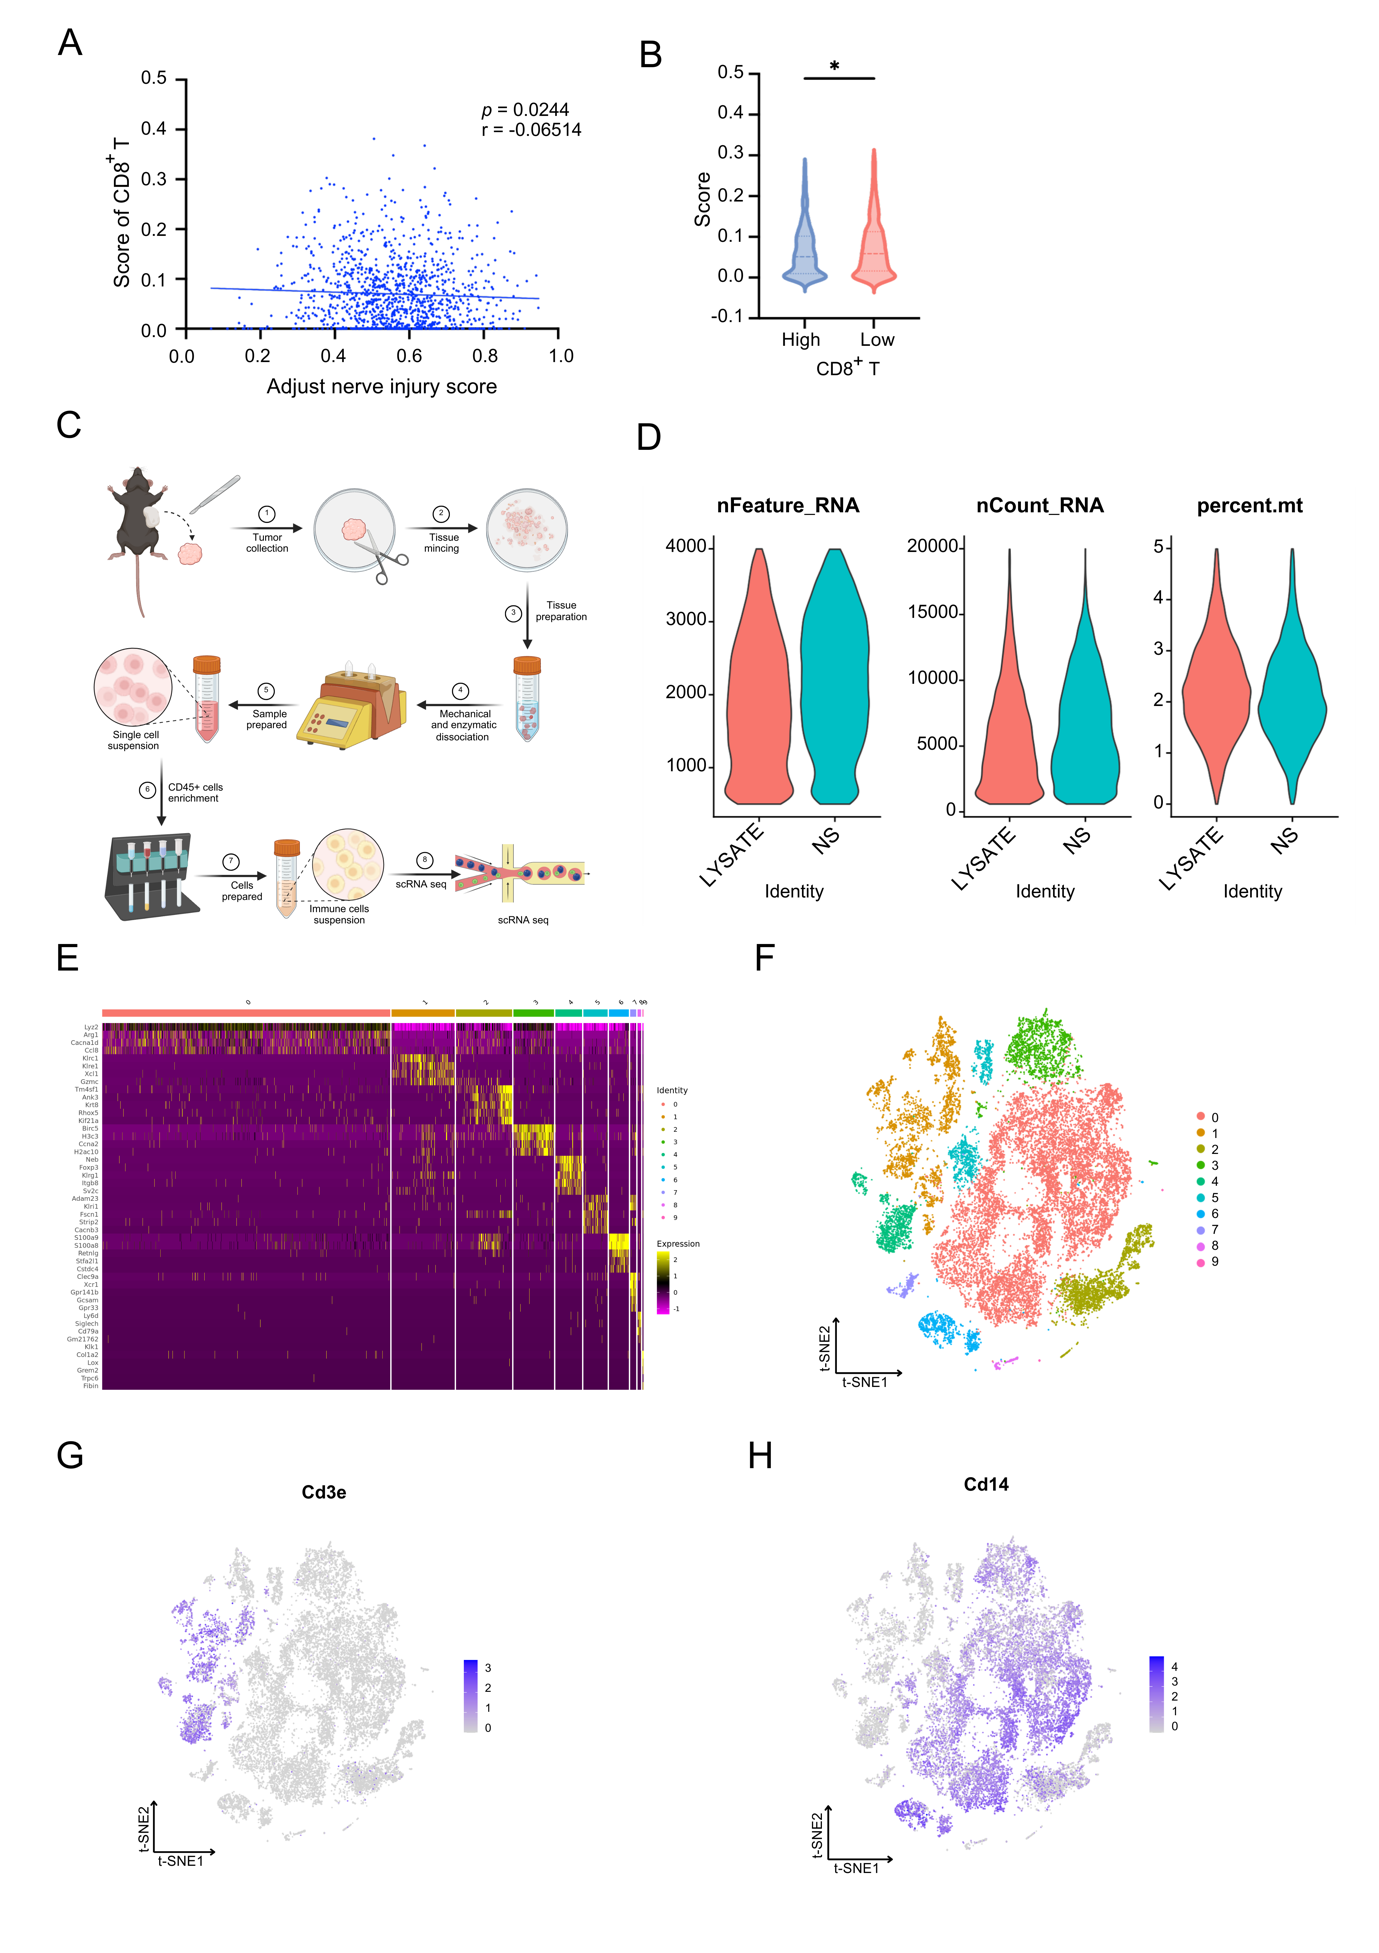

Fig.S2 **Peripheral Neural Injury Is Associated with Poor Prognosis and Promotes Breast Cancer Growth**

(A) Correlation between the infiltrating score of CD8^+^ T cells and the degree of nerve injury in TCGA-BRCA patient samples. The correlation coefficient (r) and p-value are indicated.

(B) CD8+ T cell infiltration scores in TCGA-BRCA patients, stratified by high or low degrees of nerve injury (*p < 0.05).

(C) Workflow for isolating immune cells from mouse tumors and subsequent scRNA-seq analysis.

(D) Cell Quality Filtering result for scRNA-seq, including the number of genes detected (nFeature_RNA), the total count of RNA molecules (nCount_RNA), and the percentage of mitochondrial genes (percent.mt).

(E) Heatmap showing the top differentially expressed genes in immune cells.

(F) t-SNE map of immune cells populations.

(G) Feature plot showing the expression of *Cd3e* in immune cells from tumor tissues.

(H) Feature plot showing the expression of *Cd14* in immune cells from tumor tissues.

Statistical significance was determined using unpaired two-tailed t-test. **p* < 0.05.

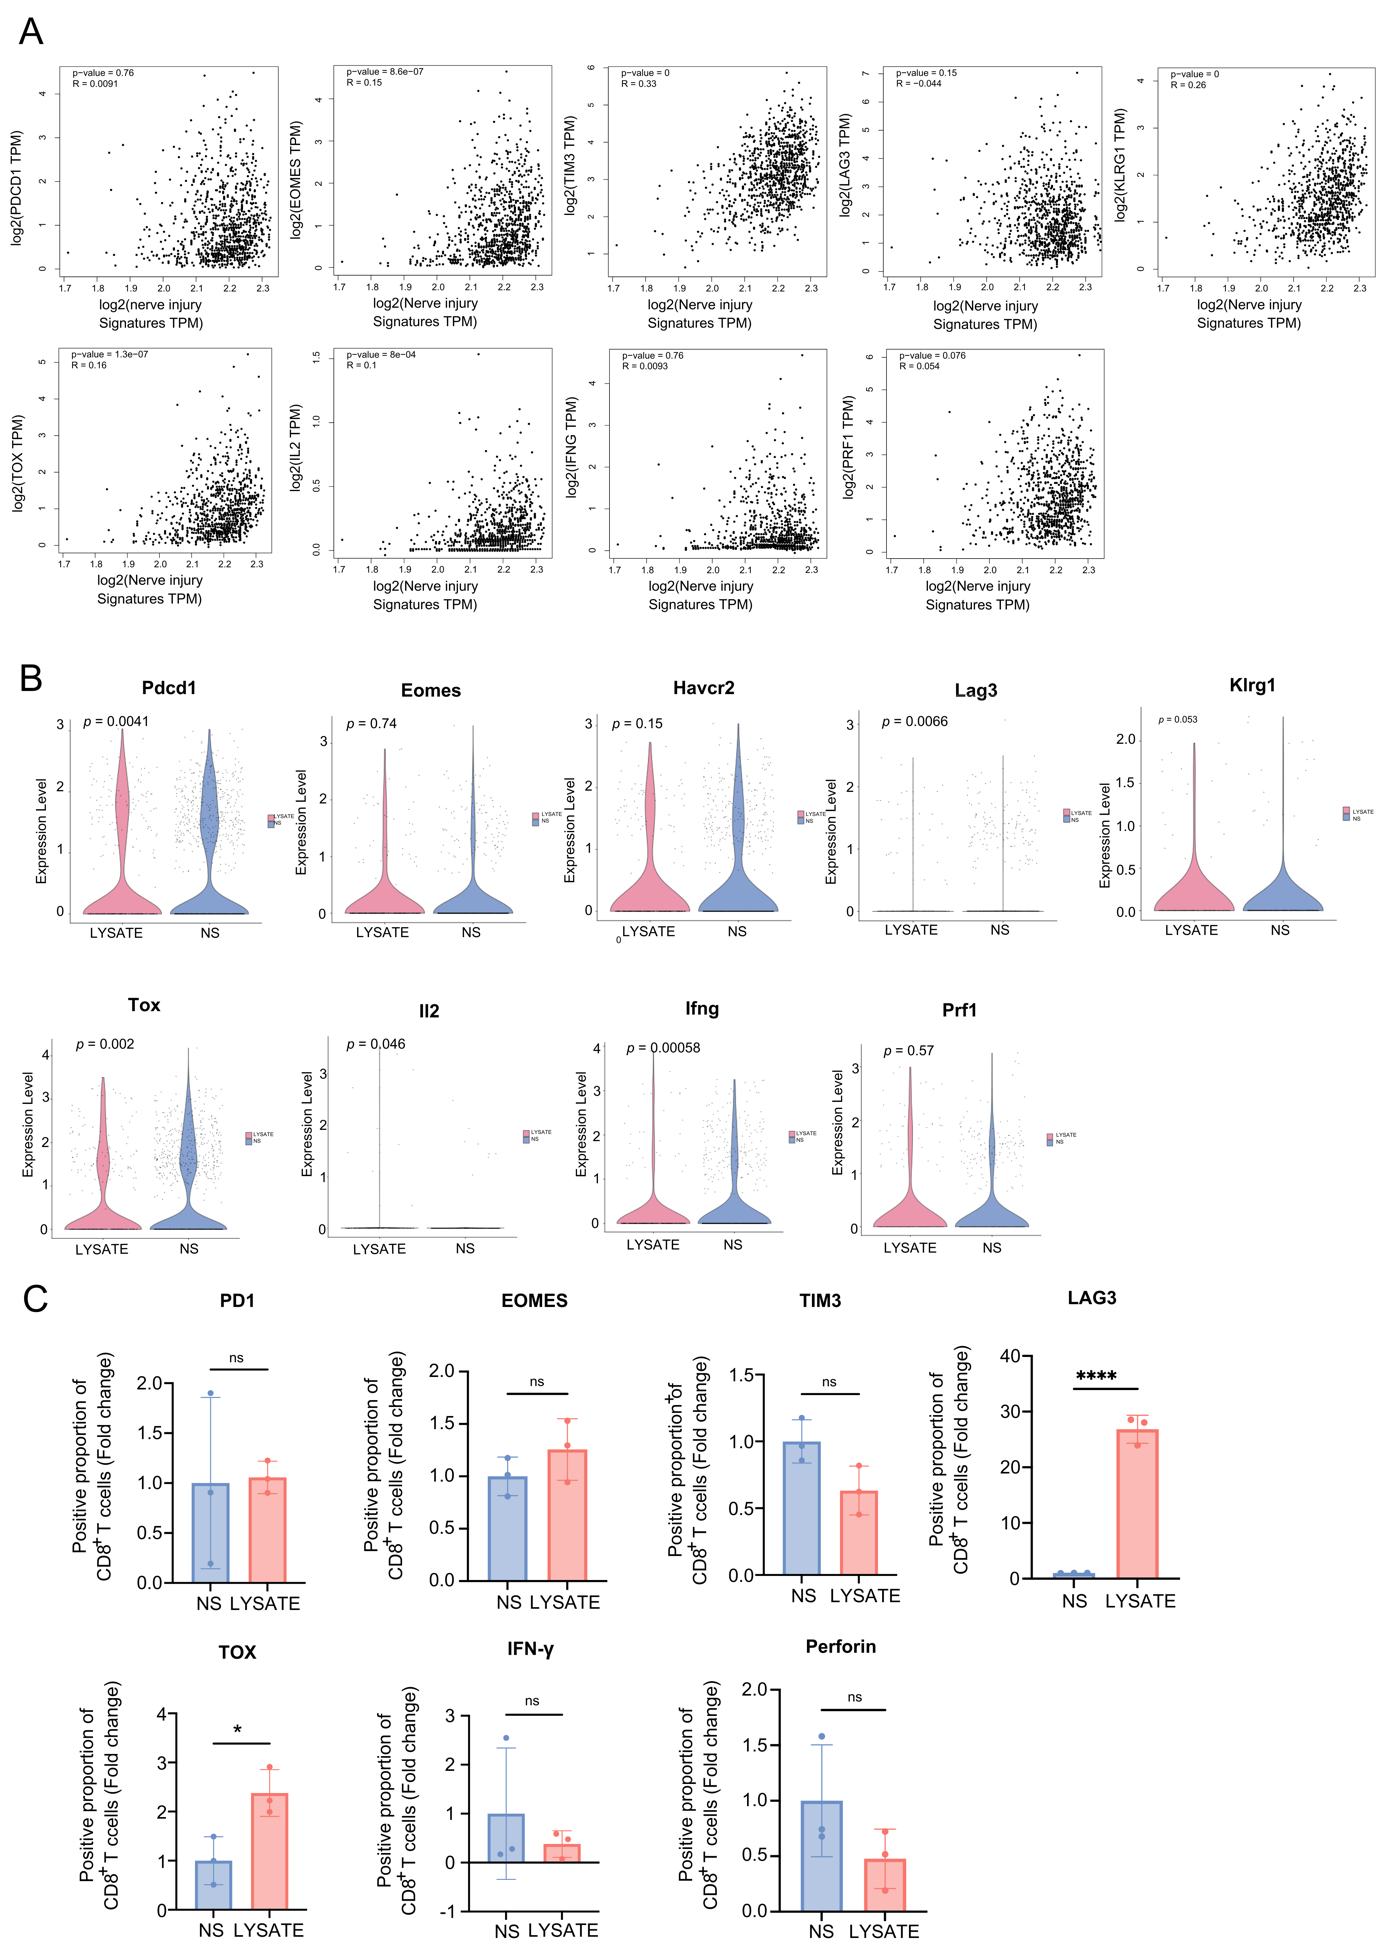

Fig.S3 **Correlation of Nerve Injury with CD8**^+^ **T Cell Exhaustion and Functional Markers**

(A) Correlation between mRNA levels of CD8^+^ T cell exhaustion-associated molecules (PD1, EOMES, TIM3, LAG3, KLRG1, TOX) and cytokines (IL-2, IFNG, PRF1) with nerve injury scores in TCGA-BRCA patient samples. Correlation coefficients (R) and p-values indicate the significance and strength of the associations.

(B) mRNA expression levels of CD8^+^ T cell exhaustion-associated molecules (PD1, EOMES, TIM3, LAG3, KLRG1, TOX) and cytokines (IL-2, IFNG, PRF1) in tumor-infiltrating CD8+ T cells of normal saline- or nerve lysate-treated group, determined by scRNA-seq.

(C) Fold change in the proportion of CD8⁺ T cells expressing PD-1, Eomes, Tim-3, Lag-3, Tox, IFN-γ, and perforin in nerve-lysate-treated tumors relative to normal-saline controls, determined by immunofluorescence. (n=3 each group)

Statistical significance was determined using unpaired two-tailed t-test. ns means no significance, **p* < 0.05.

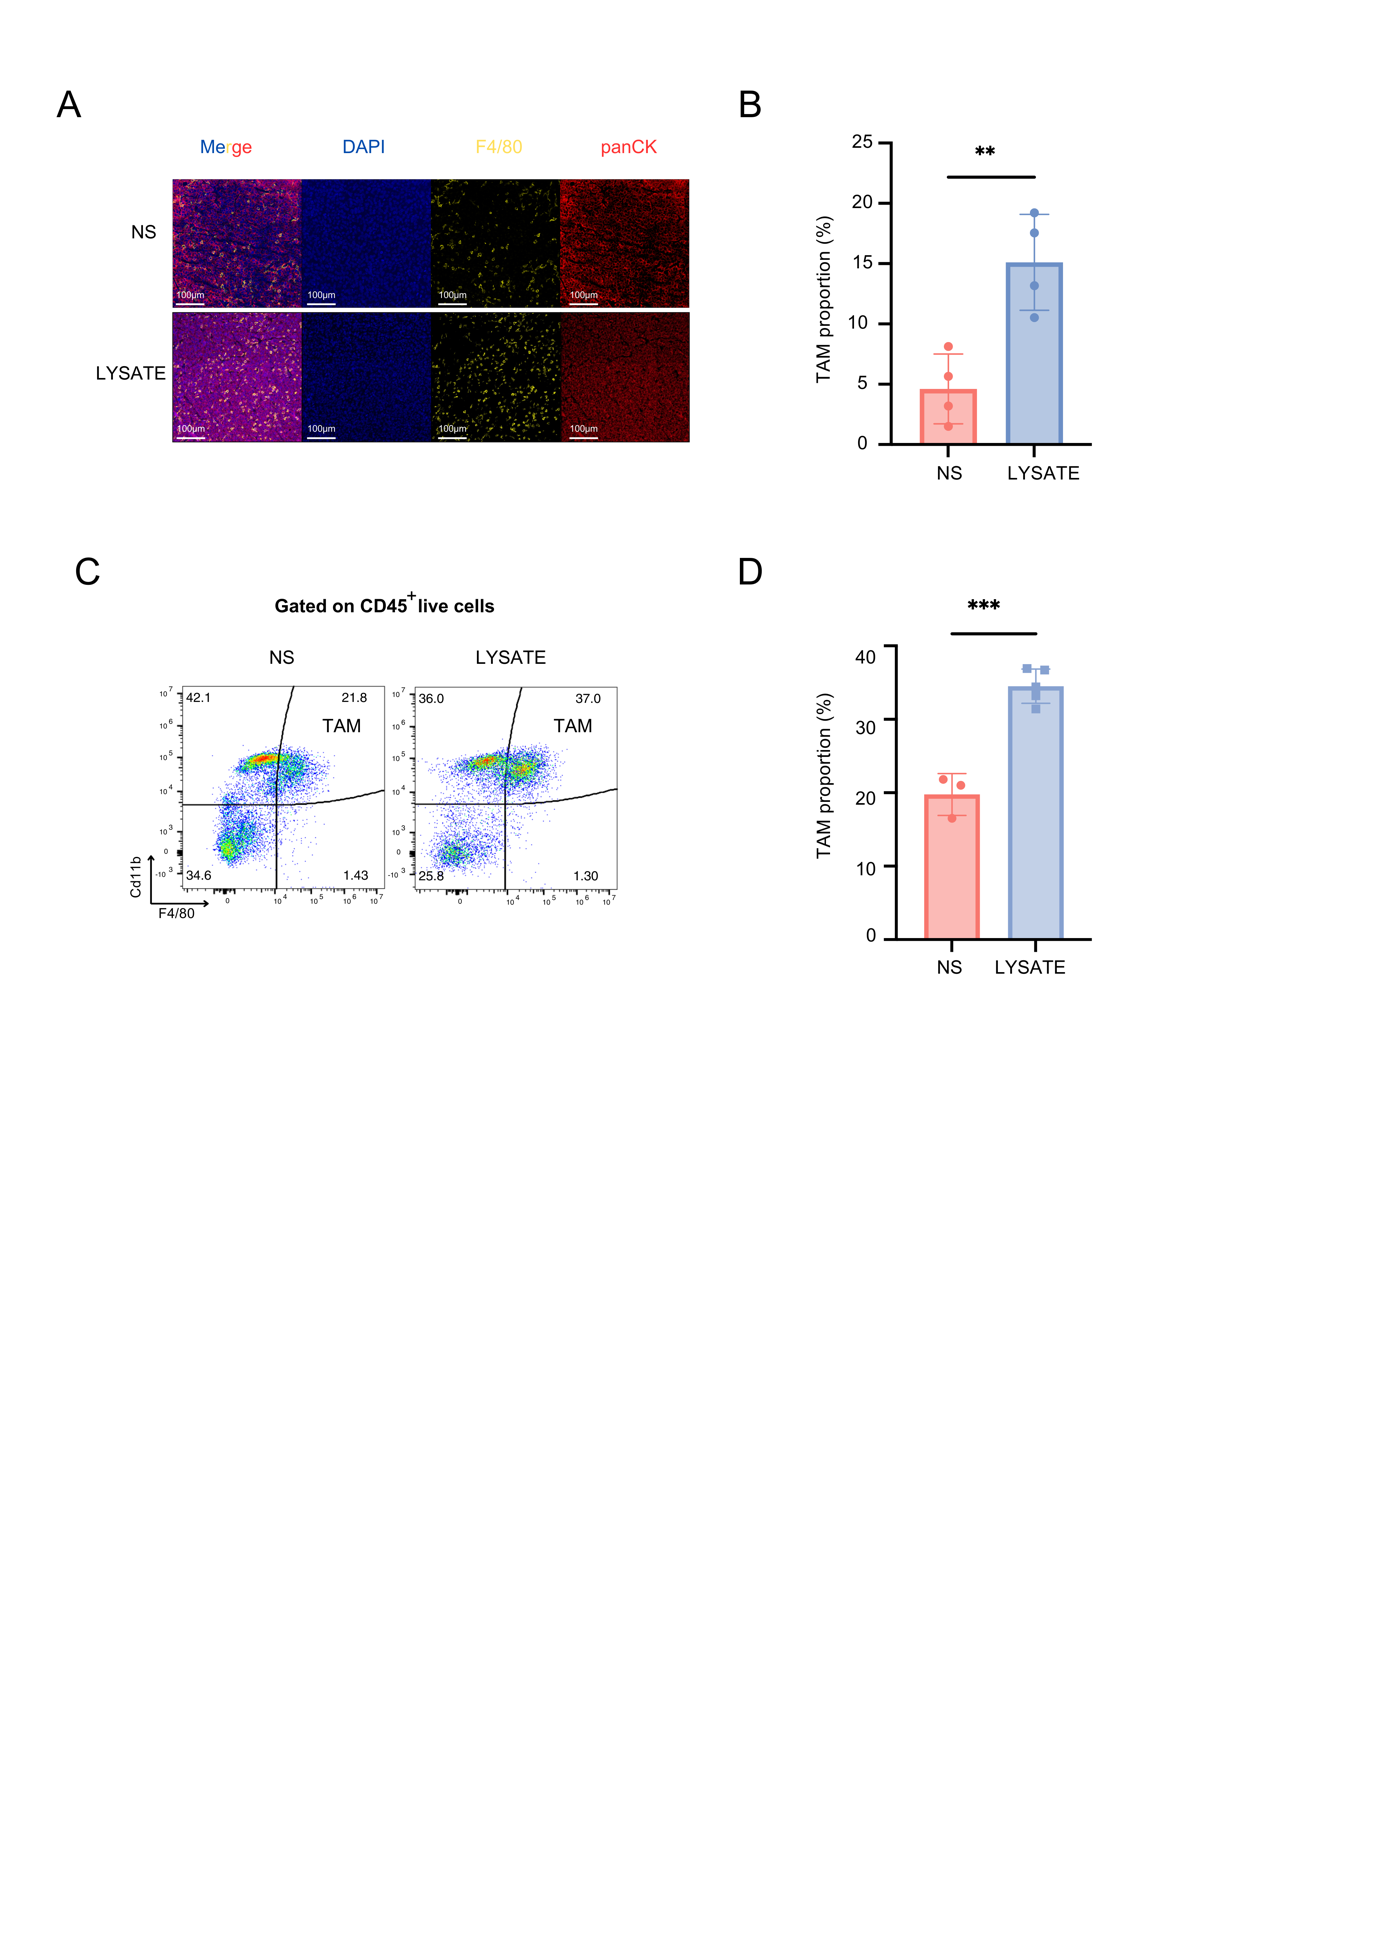
Fig.S4 **Nerve lysate treatment increases tumor-associated macrophages (TAMs)**

(A) Representative immunofluorescent images of F4/80 and panCK staining of tumor tissue treated with NS or nerve lysate.

(B) Quantification of the proportion of TAMs within total cells in tumor sections treated with NS or nerve lysate. *n*_NS_=4, *n*_LYSATE_=4.

(C) Representative flow cytometry plot showing TAM (CD11b^+^F4/80^+^) cells from tumor tissues treated with NS or nerve lysate.

(D) Proportion of TAM (CD11b^+^F4/80^+^) cells within total live CD45^+^ cells in tumor tissues from tumor tissue treated with NS or nerve lysate. *n*_NS_=3, *n*_LYSATE_=5.

All data are presented as mean ± SD. Statistical significance was determined using two-tailed unpaired Student’s t-test. ***p* < 0.01, ****p* < 0.001.

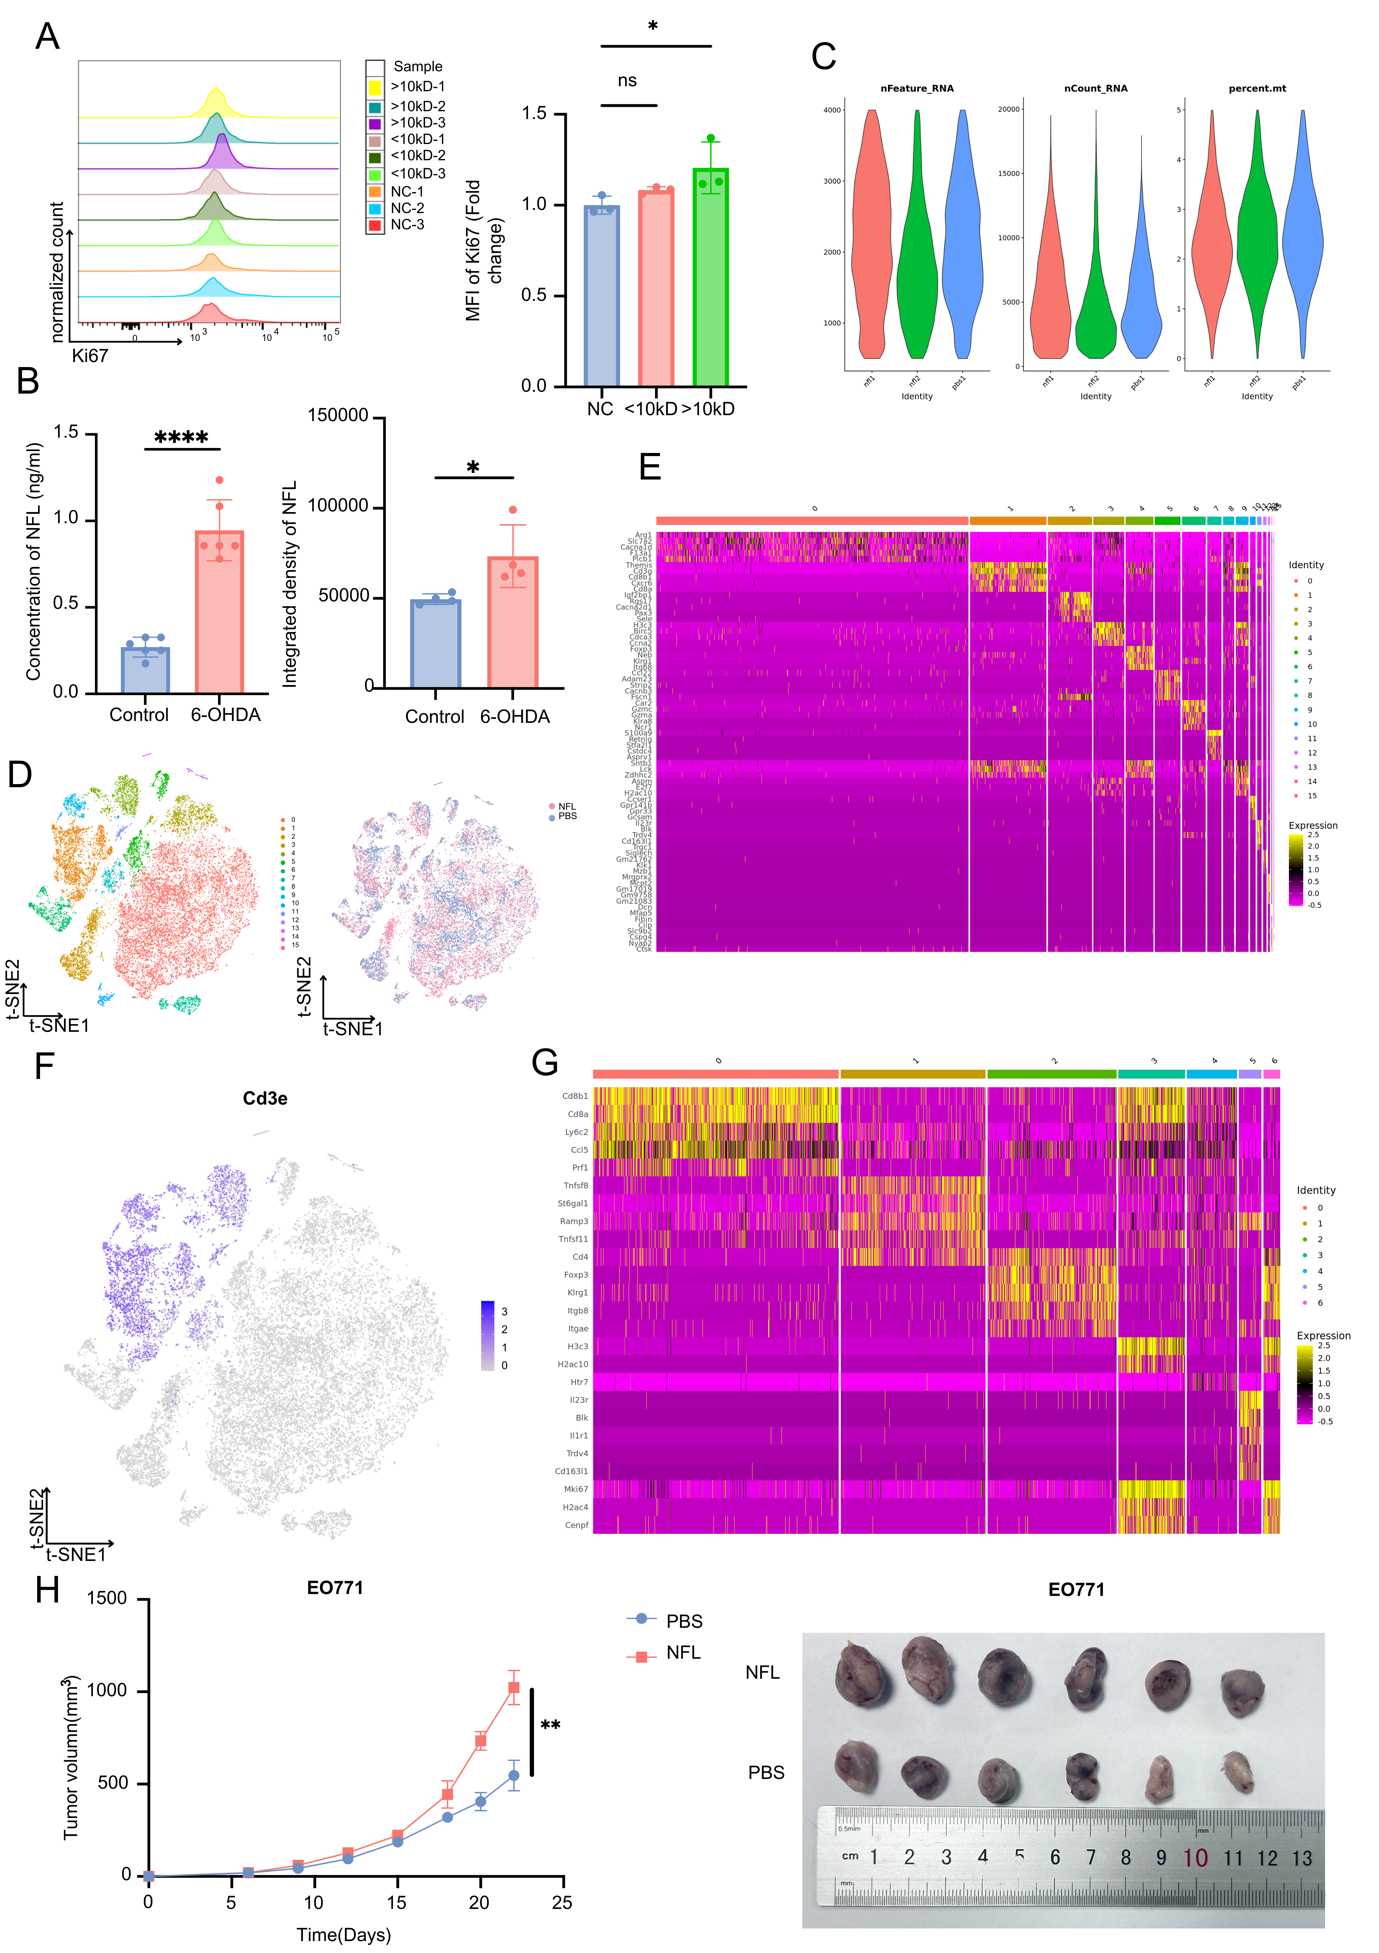
Fig.S5 **Immune profiling of tumor-infiltrating cells after NFL or PBS treatment**

(A) Flow cytometry histogram showing Ki67 expression in macrophages (left). Bar graph comparing normalized mean fluorescence intensity (MFI) of Ki67 in macrophages induced by PBS (NC), >10kD fraction and <10kD fraction (right). N=3 per group. Statistical comparisons were performed by one-way ANOVA. ns = not significant, **p* < 0.05.

(B) Concentration of NFL in tumor homogenates as determined by ELISA (left). (*n*=6 per group). Quantification of neurofilament light (NFL) immunoreactivity in tumor tissue. NFL integrated density was measured on IHC-stained sections using the Color Deconvolution plugin in Fiji software; values are shown for mice treated with intraperitoneal 6-OHDA versus normal saline (Control). *n*=4 each group (right). Values are presented as mean ± SD. Statistical significance was assessed by unpaired two-tailed t-test (**p* < 0.05)

(C) Cell Quality Filtering result for scRNA seq, including nFeature_RNA, nCount_RNA and percent_mt.

(D) t-SNE map of clustered immune-cell populations from tumor tissues. Lower inset shows sample origin (PBS or NFL) overlaid on the same t-SNE to display sample distribution.

(E) Heatmap of the top differentially expressed genes across immune-cell clusters.

(F) Feature plot showing Cd3e expression in immune cells across the t-SNE map.

(G) Heatmap of the top differentially expressed genes within T cell clusters.

(H) Tumor growth curve of EO771 tumor in C57BL/6 mice treated with NFL or PBS (left). Images of excised tumors on the final day with individual tumor sizes shown (right). *n*=6 each group.

Data are presented as mean ± SD. Statistical comparison between groups at the final time point was performed using two‑tailed unpaired Student’s t‑test. **p* < 0.05, **p < 0.01.

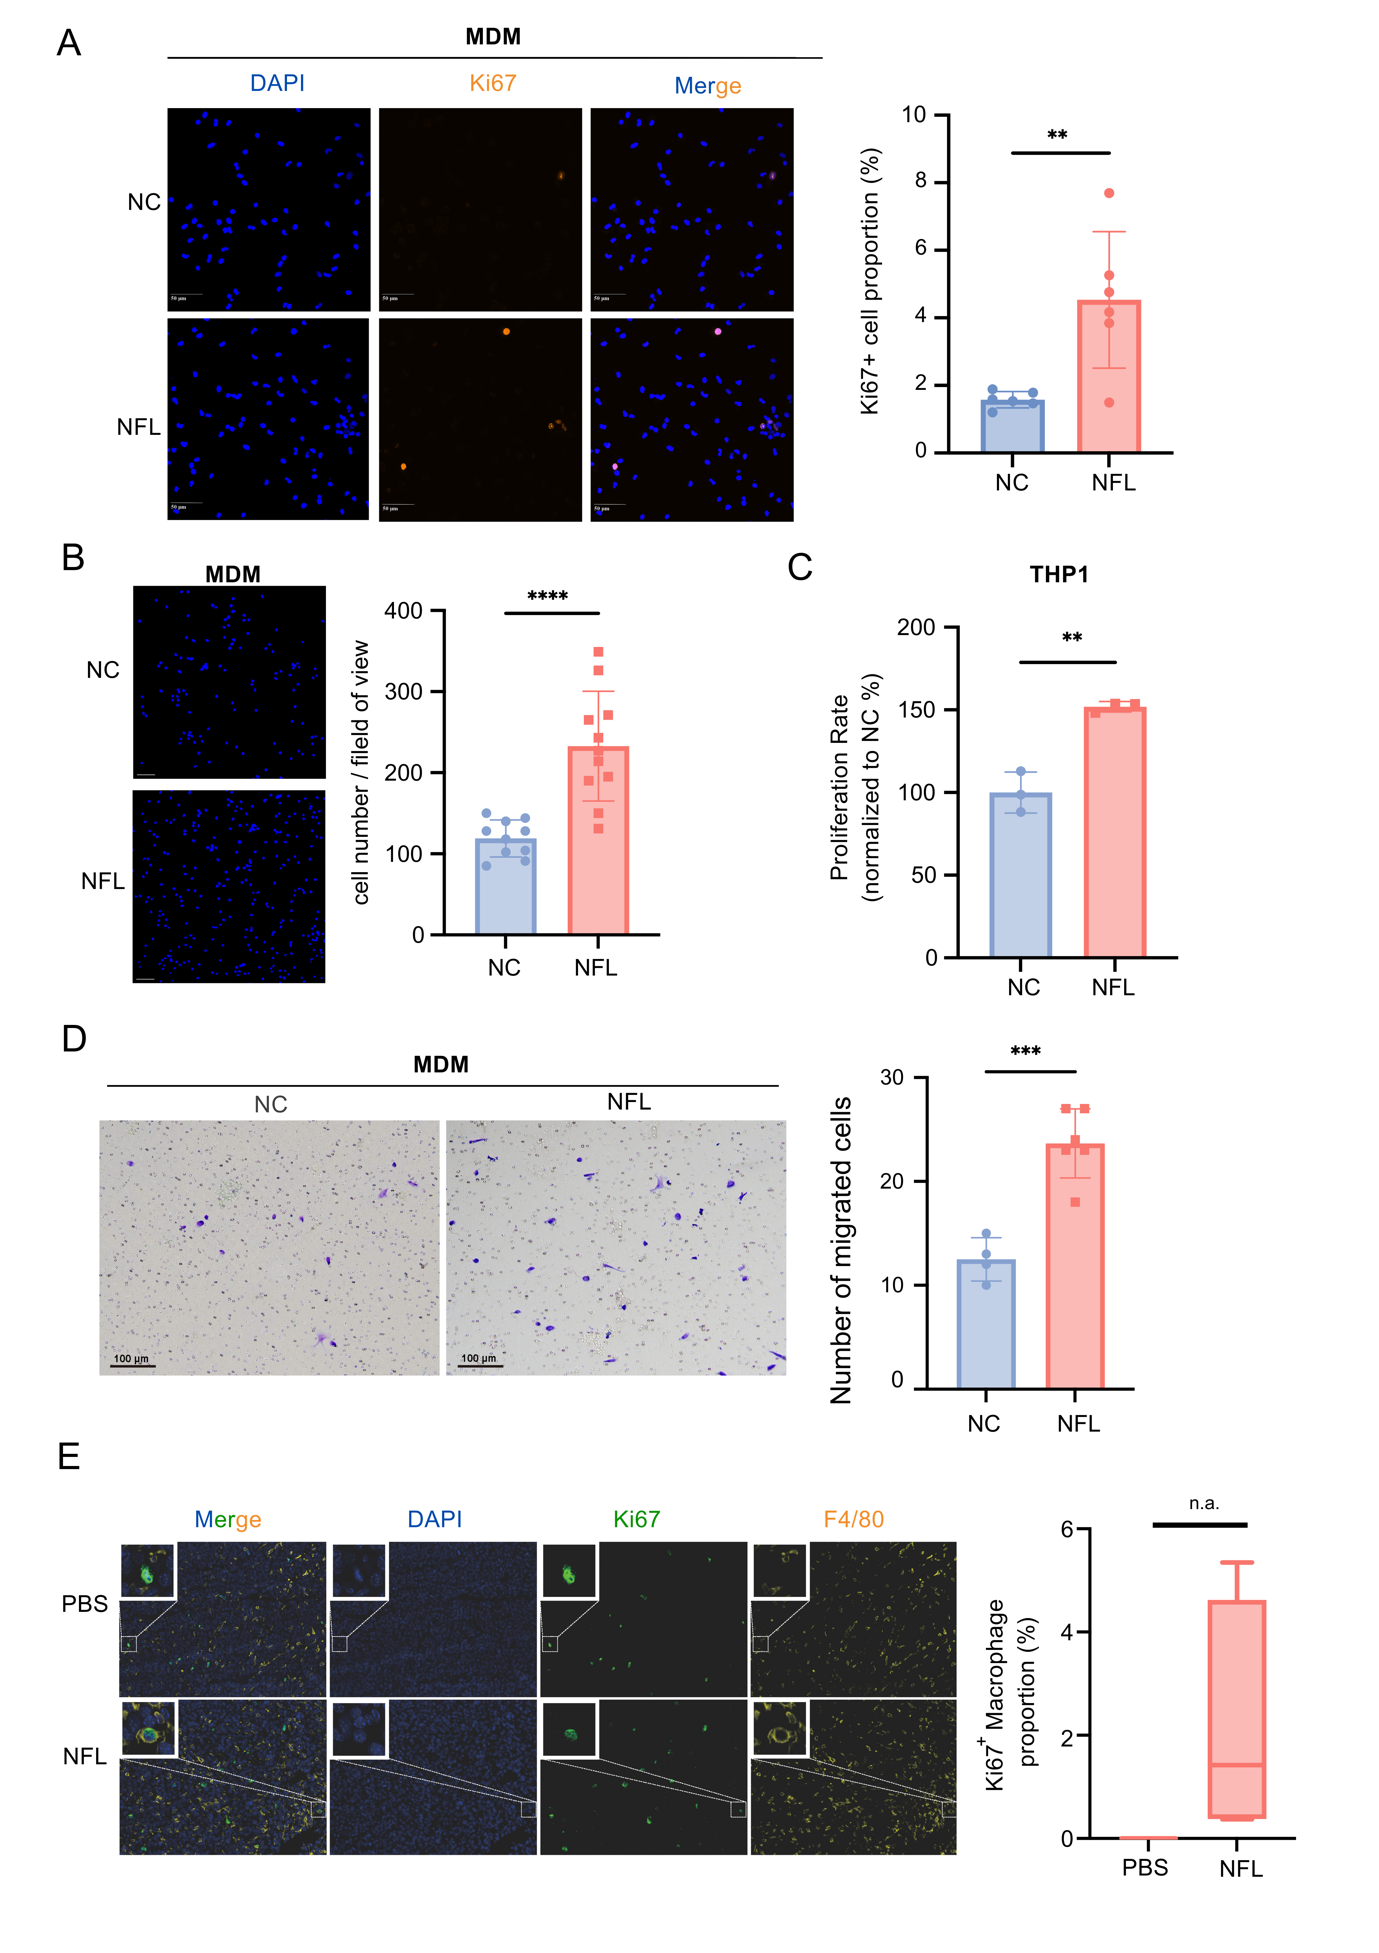

Fig.S6 **NFL induces proliferation and migration of monocyte‑derived macrophages (MDMs)**

(A) Representative immunofluorescent images of Ki67 and DAPI staining in monocyte derived macrophages (MDMs) treated with PBS or NFL. The right panel shows the proportion of Ki67^+^ MDMs, *n*=6 each group.

(B) Representative DAPI images of MDM cultures after treatment (left). Cell count per fileld of view after treatment (right), *n*_NC_=10, *n*_NFL_=11.

(C) Proliferation rate of THP‑1 cells treated with NFL or PBS (NC) measured by CCK‑8 assay, *n*=3 each group.

(D) Representative images from transwell migration assays of MDMs stained by crystal violet (left) and quantification of migrated cells per field (right) of MDMs treated with NFL or PBS, *n*_NC_=4, *n*_NFL_=5.

(E) Representative immunofluorescent images of Ki67 and F4/80 staining (left) and the in proportion of Ki67^+^F4/80^+^ cells among all macrophages in tumor tissues from mice treated with PBS or NFL, n = 3 each group. All values in the PBS group were zero, therefore an unpaired two‑tailed t‑test is not applicable (n.a.) and no p‑value is reported.

Data in (E) is presented as median (min–max), all other data are presented as mean ± SD. Statistical significance was performed using two‑tailed unpaired Student’s t‑test. **p < 0.01, ***p < 0.001, ****p < 0.0001.

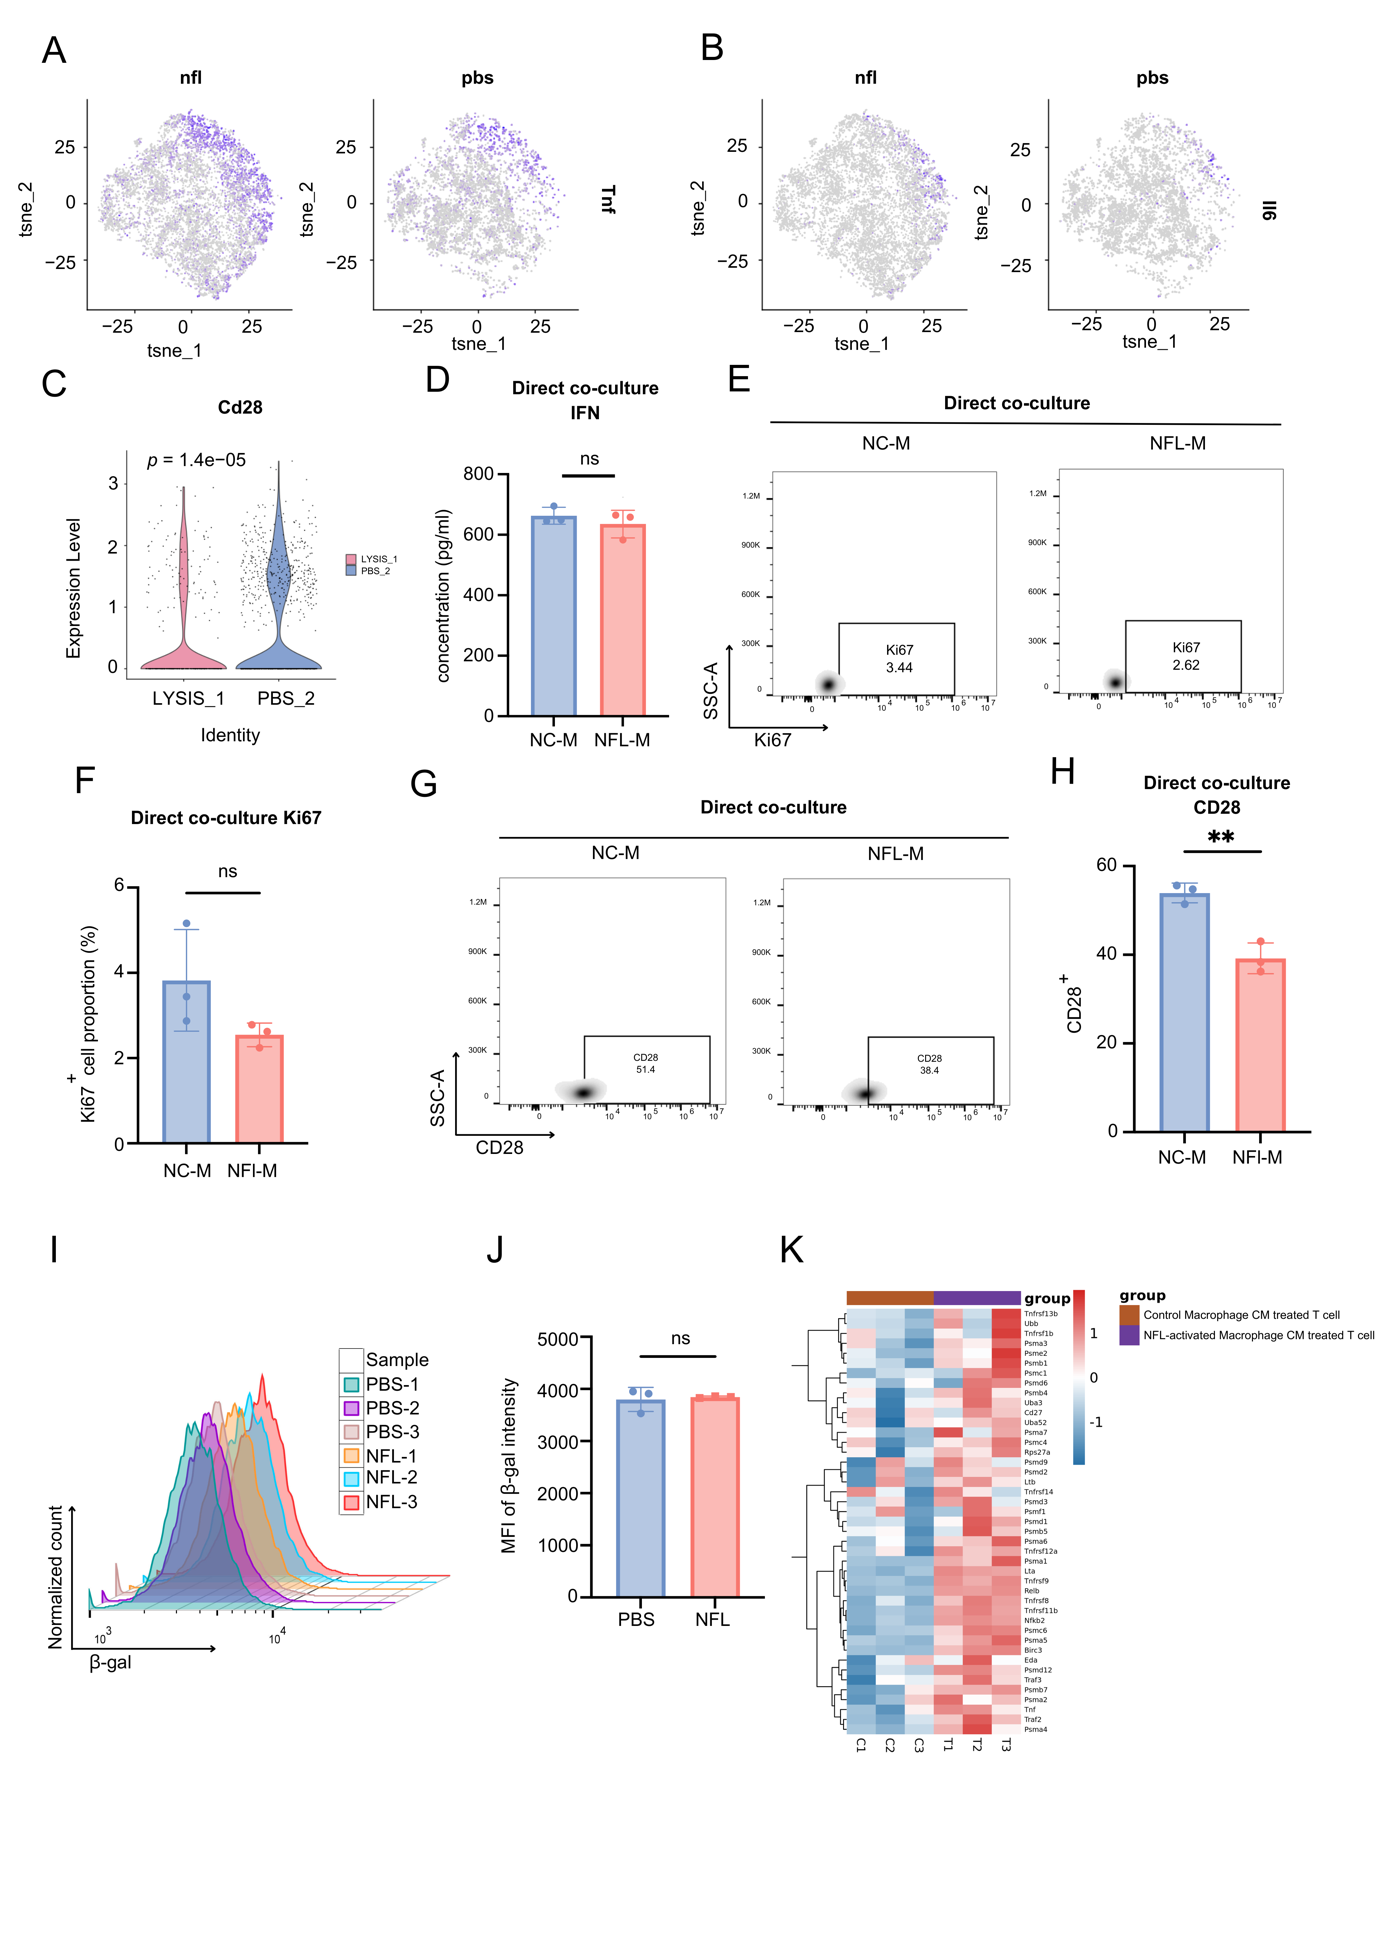

Fig.S7 **NFL-induced TAM enrichment promoted CD8^+^ T cell senescence.**

(A) Feature plot showing the expression of *Tnf* in macrophage clusters after treatment with NFL or PBS.

(B) Feature plot showing the expression of *Il6* in macrophage clusters after treatment with NFL or PBS.

(C) Expression of *Cd28* in macrophages following NS or nerve lysate treatment.

(D) Splenic macrophages from mice treated with or without NFL were co‑cultured in direct contact with CD8+ T cells. After co‑culture, supernatants from the CD8+ T cell fraction were collected and IFN‑γ concentration was measured by ELISA.

(E) Representative flow cytometry plot showing positive proportion of Ki67 staining in live CD8^+^ T cells after direct contact co‑culture with macrophages (left: control; right: NFL‑treated macrophages).

(F) Quantification of the proportion of Ki67^+^ cells among live CD8+ T cells from (E).

(G) Representative flow cytometry plot showing positive proportion of CD28 staining in live CD8^+^ T cells after direct contact co‑culture with macrophages (left: control; right: NFL‑treated macrophages).

(H) Quantification of the proportion of CD28^+^ cells among live CD8+ T cells from (G).

(I) Flow cytometry histogram overlays illustrating the expression of the senescence marker β-galactosidase (β-gal) in CD8^+^ T cells treated with PBS and NFL directly.

(J) Mean fluorescence intensity (MFI) of β‑gal staining in CD8^+^ T cells from (I).

(K) Heatmap showing transcriptional changes in CD8^+^ T cells following treatment with conditioned media from NFL‑activated macrophages versus control macrophages.

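All 43 genes of the heatmap passed the count filter, and each had a higher mean with NFL-activated macrophage supernatant. Without control replicate 3, 42 were higher and 1 was lower, Tnfrsf14. The log2 fold changes ran from 0.08 to 1.05 with a median of 0.11. The edgeR adjusted p-value was under 0.05 for 20 of the 43 genes over all genes tested and for 32 genes adjusted over the list alone. The second count cannot be taken as independent evidence, because the paper shows these genes for the same samples and does not state how they were chosen. The heatmap genes were 43 of the 44 leading-edge genes of the completed list, and the 32 tested genes of that list with smaller fold changes were not in the heatmap. The 3 NFL libraries were above the 3 control libraries for 29 genes. Without NFL replicate 3, 13 genes were past the threshold in place of 20.

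The largest changes were in genes of NF-κB signalling. Relb (ENSMUSG00000002983.17), which encodes an NF-κB subunit, lies on chromosome 7 of GRCm38 from 19606217 to 19629438. It had 18.2 ± 0.302 CPM (SD, n = 3) with control supernatant and 37.7 ± 1.24 CPM (SD, n = 3) with NFL supernatant, a log2 fold change of 1.05 (standard error 0.075, edgeR adjusted p = 6.1e-16). Nfkb2 (ENSMUSG00000025225.15), which encodes the p100 precursor that pairs with the Relb product, lies on chromosome 19 from 46304320 to 46312385. Its level was 78.4 ± 3.86 CPM against 128.6 ± 3.02 CPM (SD, n = 3 each), a log2 fold change of 0.72 (standard error 0.043, edgeR adjusted p = 1.1e-18). Nfkb2 overlaps the antisense gene Psd, which rose by 0.62 on the log2 scale (edgeR adjusted p = 2.2e-07), and reads of the 2 genes could have been mixed if counting ignored the strand. Psd was looked up after the values were seen. Lta (ENSMUSG00000024402.5), which encodes lymphotoxin α, lies on chromosome 17 from 35203165 to 35205351 and rose from 532 ± 24.3 CPM to 853 ± 23.0 CPM (SD, n = 3 each). Its log2 fold change was 0.68 (standard error 0.030, edgeR adjusted p = 2.9e-24). The 3 NFL libraries exceeded the 3 control libraries for all of Relb, Nfkb2 and Lta (exact two-sided permutation p = 0.1 for each, the smallest possible here).

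Smaller rises were found for Tnfrsf11b (log2 fold change 0.50), Birc3 (0.49), Traf2 (0.34), Tnfrsf9 (0.33), Tnfrsf8 (0.26) and Tnf (0.22), all with an edgeR adjusted p-value under 0.05. Tnfrsf9 and Traf2 overlap annotated antisense genes. Of the 17 receptor, ligand and signalling genes of the heatmap, 9 were past the threshold, with a median log2 fold change of 0.26 over the 17 genes. Traf3 was not past it (0.10, edgeR adjusted p = 0.174), and neither was Cd27 (0.20, edgeR adjusted p = 0.828). The 26 proteasome and ubiquitin genes of the heatmap rose by at most 0.15 on the log2 scale, and 11 of them were past the threshold. The ubiquitin genes Ubb and Rps27a have pseudogene copies that could share their reads.

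**Figure D2:**
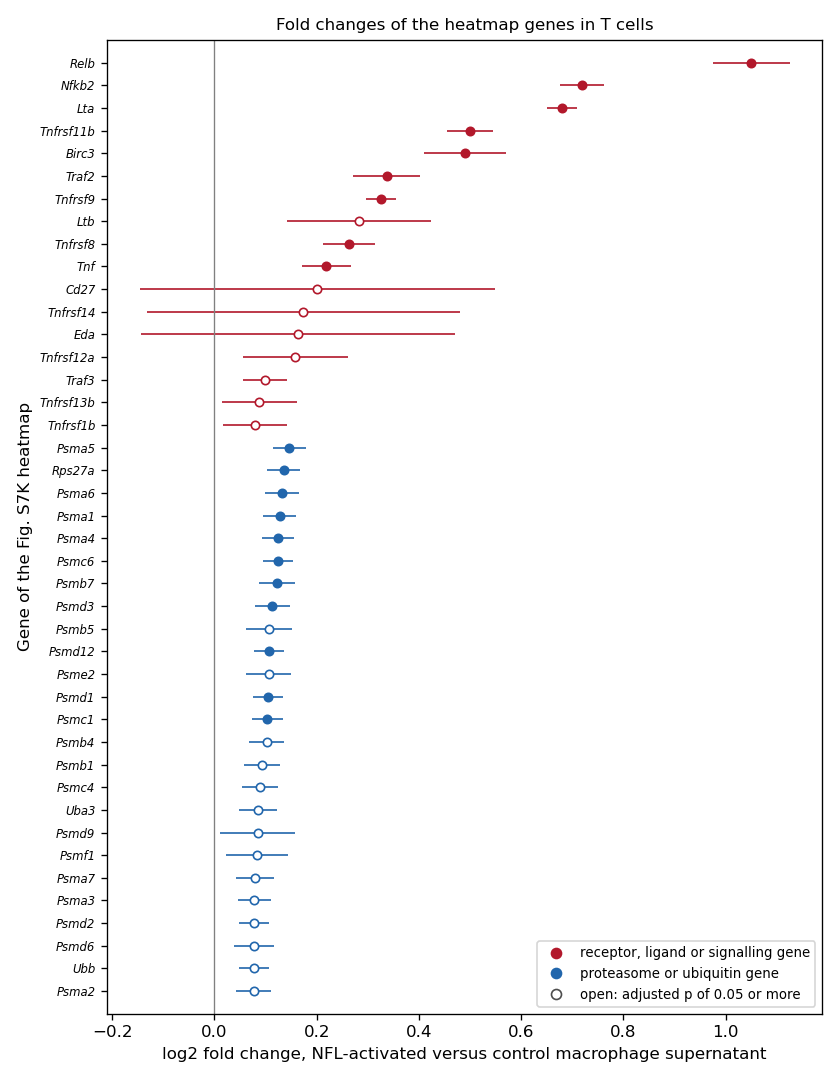
Log2 fold change of 42 of the 43 genes of Fig. S7K, NFL-activated versus control macrophage supernatant (n = 3 each), with bars for the standard error from edgeR, red for receptor, ligand and signalling genes, blue for proteasome and ubiquitin genes and open symbols for an adjusted p-value of 0.05 or more. The 42 genes plotted lie above 0, from 0.08 to 1.05, and the proteasome and ubiquitin genes lie at or below 0.15.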

All data are presented as mean ± SD, *n* = 3. Statistical comparison was performed using two‑tailed unpaired Student’s t‑test. ns = not significant, **p < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

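RNA was measured in 6 samples of mouse T cells, 3 cultured with supernatant of NFL-activated macrophages and 3 with supernatant of control macrophages. The authors made poly(A)-selected libraries, sequenced them on an Illumina instrument, counted the reads on each gene and deposited the raw read counts of 55401 genes without normalization, with 1 column per sample and no pooling. The aligner, the counting program, the genome build, the annotation release and the use of strand are not given in the paper's text, its supplement text, the labels or the count table. Columns were assigned to samples by the group letter and number in their names, and the number of columns left without a sample was 0. The total counts per sample, 15843045 to 24639756, leave a gene with 3 counts or fewer at the floor. The paper describes no bulk RNA-seq analysis in its methods, so the settings were chosen here.

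Gene symbols were taken from tables of mouse gene names and covered 55141 identifiers. Coordinates were taken from GENCODE release M21 (GRCm38) only where the identifier and its version were identical. Coordinates of Akap12 are not given, because its version differed. Read counts were analysed in R 4.3.3. Genes were kept by edgeR's filterByExpr with the 2 groups (minimum count 10, minimum total count 15), and the 14082 genes kept were scaled by TMM and tested with glmQLFit and glmQLFTest of edgeR 4.0.16, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.0012, a biological coefficient of variation of 3.48%. The p-values rest on this spread between libraries, which covers differences between mice or supernatants only if the replicates were separate in these. CPM values were computed with the TMM-scaled library sizes. Levels given as medians or maxima over libraries used the library totals alone. An exact two-sided permutation test of 3 against 3 samples cannot go below p = 0.1.

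Gene set enrichment was computed with fgsea 1.28.0 on genes ranked by log2 fold change (random seed 20), and the directional tests fry and camera came from limma 3.58.1. The list used for Fig. 7A was written by hand before the data were examined and completes the families of the 43 heatmap genes with 51 proteasome and ubiquitin genes and 44 receptor, ligand and signalling genes. A further 10 lists were written at the same time, for NF-κB targets, interferon response, proliferation, cholesterol synthesis, glycolysis and hypoxia, T-cell activation, macrophages, B cells, natural killer cells and erythroid cells. The genes named in the text follow a rule set before the data were examined: the heatmap genes, the genes the paper names for CD8+ T cells or cytokines, genes of the lists, and the 10 largest rises and 10 largest falls among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between groups. The senescence genes Trp53, Cdkn1a, Cdkn2a and Lmnb1 came from a further list of 10 genes, of which 8 could be tested. Whether that list was written before the data were examined is not recorded here. Other genes outside this rule are said to have been chosen after their values were seen, apart from Esm1, which overlaps Gzmk. Of the named genes, many overlap another annotated gene, among them Nfkb2, Cxcl10, Ccdc159, Sgsh, Glb1, Ciita, Gbp8 and Gzmk, and how reads in an overlap were counted is not stated.

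Alternatives set before the data were examined were size factors of DESeq2, library size alone, no filter, a filter of at least 10 counts in every sample, the replicate number as a block, counts thinned to the smallest library, each replicate left out, the DESeq2 1.42.0 Wald test, limma-voom, other thresholds and other rankings of the genes. Offsets that remove each library's trend with GC content and gene length were added after seeing the data. The procedure was tested on simulated counts of 13869 genes in which 200 were changed. edgeR recovered 188 (94%) with 11 false calls, limma-voom recovered 186 and DESeq2 recovered 182. With fry, whose rotations stand in for a permutation of the samples, a simulated raised list gave p = 3.2e-05 and an unchanged list p = 0.831. Each change planted in the 200 genes was larger than 0.19, the median absolute log2 fold change of the called genes. All simulated genes had the common dispersion and varied independently. The recovery, the false calls and the fry check therefore need not hold for small changes or for genes that vary together. Figures were drawn with matplotlib 3.10.9. The single-cell, flow cytometry and imaging data of the paper were not analysed here, and results of single genes that are withheld are not reported here, although the counts over lists include them.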

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

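The tests of GC content, other cell types and shared list members below were chosen only after the results were seen. The thinned counts used to test depth were among the alternatives set before the data were examined. Each result here is a rise in genes outside those the paper discusses, apart from single members of the T-cell activation list that are stated below.

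Of the 10 genes with the largest rises, 5 are outside the NF-κB lists, the heatmap and the genes the paper names. The log2 fold change was 1.15 for Ccdc159 (2.38 ± 0.278 CPM with control supernatant and 5.33 ± 0.320 CPM with NFL supernatant, SD, n = 3 each), 1.12 for Serpina3f, 1.11 for Vmn2r3, 0.97 for the small nuclear RNA gene Gm23287 and 0.97 for Ebi3. The separation of the groups was a condition of the ranking. Levels were 1.56 to 2.97 CPM with control supernatant and 3.39 to 6.34 CPM with NFL supernatant. A difference in depth and a trend with GC content or length are argued against as the whole cause, since all 5 stayed past the threshold with counts thinned to one depth and with these trends removed. Ccdc159, Serpina3f and Vmn2r3 were past the threshold in all 14 alternatives that gave an adjusted p-value. Gm23287 lost it without NFL replicate 2 (adjusted p = 0.0700), and Ebi3 lost it without control replicate 1 (adjusted p = 0.0953) and also without NFL replicate 1. Shared or overlapping reads may add to these values and were not tested, since Ccdc159 overlaps Tmem205 on the other strand, Ebi3 overlaps an antisense transcript, and Serpina3f and Vmn2r3 belong to large families of similar genes. A response to the NFL supernatant also stays open, and Ebi3 and Serpina3f could belong to the same response as the NF-κB genes, which was not tested.

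Genes of class II antigen presentation, a set singled out after its values were seen, rose together. The log2 fold change was 0.88 for H2-Aa, 0.66 for Cd74, 0.58 for the class II transactivator Ciita, 0.46 for H2-Eb1 and 0.41 for H2-Ab1. Cd74 had 86.1 ± 2.28 CPM with control supernatant and 136.1 ± 0.962 CPM with NFL supernatant (SD, n = 3 each, edgeR adjusted p = 2.1e-18). RNA from macrophages or B cells is argued against, because Lyz2, C1qa, Ms4a1 and Ighm, which such cells express abundantly, reached at most 0.116 CPM in any library. Other genes of the macrophage and B-cell lists were detected, with a median of 181 CPM for Fcer1g, 23.9 CPM for Cd68, 17.3 CPM for Apoe, 9.50 CPM for Pax5, 5.66 CPM for Cr2, 1.51 CPM for Cd79a and 1.48 CPM for Cd79b, as well as Tyrobp and Mpeg1 at lower levels. A difference in depth is argued against as the whole cause, since 5 of the 5 genes stayed past the threshold with counts thinned to one depth. GC content or gene length bias is argued against in the same way, since 5 of the 5 genes stayed past it with these trends removed. Overlap of Ciita with Dexi and of H2-Eb1 with an antisense transcript was not tested, but could not account for the other 3 genes. A candidate explanation is that the supernatant of NFL-activated macrophages induces class II genes in these T cells, a hypothesis found and tested on the same libraries.

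The list of T-cell activation genes was higher with NFL-activated macrophage supernatant (fry adjusted p = 0.0017, 16 of 22 genes tested, 10 higher and 6 lower, median log2 fold change 0.06). Over the alternatives the adjusted p-value ran from 4.4e-05 (camera with a preset correlation of 0.01) to 0.0337 (camera with an estimated correlation), so the call held under each test. Of the 16 genes, 2 are also in the NF-κB lists and 2 are named by the paper. The genes shared with the NF-κB lists are argued against as the whole cause, since fry, whose rotations stand in for a permutation of the samples, gave p = 6.7e-04 for the other 14 genes. With counts thinned to one depth the adjusted p-value was 0.0025. A response of the T cells to the supernatant may account for the rise, and a difference in activation between the cultures before treatment was not tested. Only 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave a result as large for the T-cell activation list, and 10 splits cannot give a smaller share.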

How the results depend on the processing

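The alternatives were set before the data were examined, apart from the offsets that remove trends with GC content and length, which were added after seeing the data. The 986 differentially expressed genes fell to 31 (18 higher, 13 lower) with an absolute log2 fold change of at least 1 required and to 500 with an adjusted p-value under 0.01, which are stricter by construction. Across the 6 fits that each left out one replicate the count ran from 508 (without NFL replicate 3) to 966 genes, with 616 without NFL replicate 2 and fewer samples in each. Of the 986 genes, 497 were also called without NFL replicate 3. Other settings gave 976 genes with DESeq2 size factors, 972 with library size alone (869 shared with the 986), 867 without a filter, 1007 with at least 10 counts in every sample, 890 with thinned counts (821 shared), 896 with the GC and length offsets (748 shared), 731 with the DESeq2 Wald test (721 shared) and 980 with limma-voom (925 shared). The share of higher calls was 49.6% with TMM scaling and 38.3% with library size alone (372 higher, 600 lower), and it moved by less than 10 percentage points with DESeq2 size factors or the GC and length offsets.

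With the replicate number as a replicate block, 1049 genes were past the threshold, 976 of them shared with the 986. Deviations of same-numbered samples from their group means were correlated by only 0.011, 0.015 and 0.007 across genes, which gives no sign that the numbers pair the samples. Counting noise in low genes could hide a shared effect, so pairing is not excluded. The macrophage list, at a fry adjusted p = 0.0779 without the block, had an adjusted p = 0.0224 with it, and no other list or named gene changed its call under the block.

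The normalized enrichment scores depended on the genes ranked. Without a filter, which ranks 29168 genes, many of them with fold changes from a few counts, the score was 0.92 (gene permutation p = 0.663) for the completed NF-κB list, 0.91 (p = 0.615) for its proteasome and ubiquitin part and 0.88 (p = 0.676) for its receptor, ligand and signalling part. The completed list had 2.73 when genes were ranked by the signed square root of F, 2.72 by the DESeq2 statistic and 2.12 among genes with a mean log2 CPM of at least 1. With the GC and length offsets, the proteasome and ubiquitin part fell to 1.41 (gene permutation p = 0.0646), and the cause was not tested further. Leaving out one replicate each gave 1.48 to 1.76 for the completed list, 1.34 to 1.62 for the proteasome and ubiquitin part (gene permutation p = 0.109 without control replicate 3) and 1.56 to 1.68 for the other part. The fry p-values stayed under 0.05 in every alternative run. The highest was 0.0315 for the proteasome and ubiquitin part, 0.0045 for the completed list and 5.8e-04 for the other part. Camera with an estimated correlation, used here without a permutation, gave p = 8.6e-04, 0.0205 and 3.9e-04 for the completed list and these parts in that order, so the calls of camera with a preset correlation held.

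Of the 43 heatmap genes, 20 were past the threshold, against 16 to 21 of the 43 under the other settings and 13 to 20 with one replicate left out (13 without NFL replicate 3). Adjusted over the list alone, 32 genes became 21 with library size alone and 20 without NFL replicate 3. Gzmk stayed lower and past the threshold in all 15 alternatives, with a log2 fold change between -0.62 and -0.53. Cd28 stayed lower in all 14 alternatives that gave an adjusted p-value, and that p-value ran from 0.161 to 0.497. The number of hand-written lists past the threshold ran from 3 to 6.

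Signs reversed for the following results, none of them past the threshold with either sign. The log2 fold change of Lmnb1 was -0.0063 with library size alone and ran from -0.019 to 0.043 with one replicate left out. Cdkn1a had 0.010 with thinned counts and -0.067 to 0.021 with one replicate left out, Mki67 had 0.021 with the GC and length offsets and -0.036 to 0.0071 with one replicate left out, and Cdkn2a had -0.071 to 0.057 with one replicate left out. The heatmap gene Tnfrsf14, at a low level, had a log2 fold change of 0.17, which turned to -0.073 without control replicate 3 and ran from there up to 0.50 with one replicate left out. The erythroid list, with 1 gene tested, turned lower with thinned counts (adjusted p = 0.722) and without control replicate 1 or NFL replicate 1. It also turned lower without a filter, where 3 genes were tested (adjusted p = 0.722), and its adjusted p-value ran from 0.378 to 0.979 with one replicate left out. The glycolysis and hypoxia list turned higher with the GC and length offsets (adjusted p = 0.630) and without control replicate 1 (adjusted p = 0.879) and had 0.109 to 0.997 with one replicate left out. The cause of these reversals was not tested. Over the 53 named genes besides Gzmk and Cd28, 775 comparisons gave 732 results on the same side of the threshold and in the same direction, 30 weaker, 2 stronger and 11 reversed, and 35 genes changed in none of them. DESeq2 gave no adjusted p-value for 21 of the 55 named genes, and these comparisons were left out. Depth limits the low genes most, and Pdcd1, Klrg1, Tox, Il2 and Il6 had too few counts to be tested.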

Differences from the paper's values

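For the NF-κB gene set of Fig. 7A, the p-value was 3.1e-04 for the completed list against about 0.003 in the paper (Fig. 7A, read by eye). The gene set of the paper is not named, and the lists need not hold the same genes. Among the alternatives set before the data were examined, the p-value was 0.0022 with counts thinned to the smallest library and 0.0028 without control replicate 1, both within 1.5 times the paper's value. No other alternative came as near, nor did the offsets for GC content and length, which were chosen after seeing the values. The normalized enrichment score was 1.73 against about 1.7 in the paper (Fig. 7A, read by eye).

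The paper reports GZMK as elevated and CD28 as reduced in CD8+ T cells of NFL-treated mice (Fig. 6E) and states in its discussion that the supernatant of NFL-treated macrophages changed both in CD8+ T cells. The libraries compared here had little Cd8a (median 3.90 CPM) and nearly all Trbv counts on Trbv1, so they may not hold primary CD8+ T cells. In the T cells with NFL-activated macrophage supernatant, Gzmk was lower, with a log2 fold change of -0.58, in all 15 alternatives. Cd28 was also lower, with a log2 fold change of -0.40, and was past the threshold in none of its 14 alternatives (adjusted p = 0.189). The paper also measured CD28 protein by flow cytometry on CD8+ T cells co-cultured with NFL-treated macrophages (Fig. 6H and Fig. S7G-H). The values here are RNA and were not compared with that protein.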

Other observations

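The tests of GC content, receptor genes, sex-linked genes and the choice of heatmap genes below were chosen only after the results were seen. The thinned counts used to test depth were set before the data were examined. Only 1 of the 10 splits of the 6 samples into 3 and 3, the real one, gave as many differentially expressed genes as 986, as many heatmap genes past the threshold, over all genes or over the list alone, enrichment scores as high for the completed NF-κB list and its parts, or fry p-values as low for them. The same count, 1 of 10, was found for the number of hand-written lists past the threshold and for the lists of NF-κB targets, interferon response, proliferation, T-cell activation, macrophages, B cells and natural killer cells. It was 2 of 10 for cholesterol synthesis, 7 of 10 for glycolysis and hypoxia and 10 of 10 for erythroid cells. With 10 splits the share is never under 0.1, so regrouping alone cannot exclude that the differences arose by chance. A difference in depth between the groups is argued against as the whole cause of the 986 genes, since 890 genes were past the threshold with all libraries thinned to one depth. GC content or gene length bias is argued against in the same way, with 896 genes once those trends were removed. A culture or library batch that coincides with the groups stays open.

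The rise of the proteasome and ubiquitin genes was small, with a median log2 fold change of 0.08 over 49 genes. Of these, 26 are heatmap genes, which the paper shows for these samples without stating how they were chosen. A trend with mean expression could give such a shift, but the median was at the 100th percentile of 10000 random lists matched on mean expression. GC content or gene length bias could also contribute. With the trend in GC content, length and expression removed, the median was 0.03, at the 99.8th percentile. These trends are therefore argued against as the whole cause, although the median fell with their removal. All 43 heatmap genes were higher with all 6 samples, and 42 of them without control replicate 3. A candidate explanation is that the heatmap was drawn from the top of the ranked list, since 43 of the 44 leading-edge genes of the completed list are in it. The leading-edge gene outside it was Sem1, named here after its value was seen.

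Among 10 hand-written lists, 4 were past an adjusted fry p-value of 0.05. Those for NF-κB targets and T-cell activation were higher. The proliferation list was higher too (adjusted p = 9.9e-04, 25 genes, median log2 fold change 0.03), but not with camera (adjusted p = 0.153 with a preset correlation and 0.238 with an estimated one) or with library size alone (adjusted p = 0.0865). The natural killer cell list was lower (adjusted p = 0.0035, 4 of 9 genes tested, median log2 fold change -0.48), and all 4 genes were lower. Of these, 2 are also in the macrophage list, and Gzma (log2 fold change -0.45, edgeR adjusted p = 1.1e-13) and Klrb1c (-0.51, edgeR adjusted p = 2.4e-06) were past the threshold. The lists for interferon response, macrophages and B cells each had an adjusted p = 0.0779, with 21 of 30, 5 of 18 and 4 of 12 genes tested. Cholesterol synthesis had 0.114, glycolysis and hypoxia 0.725 and erythroid cells 0.918. The interferon list passed the threshold with the GC and length offsets (adjusted p = 0.0427) and without control replicate 2 (adjusted p = 0.0286). The macrophage list was lower and passed it with library size alone (adjusted p = 0.0459) and with those offsets (adjusted p = 0.0492).

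Genes that the paper measures in other experiments had these RNA levels in the T cells with macrophage supernatant. In its T-cell cultures the paper measured IFN-γ by ELISA, Ki67 and GZMB by flow cytometry and β-galactosidase with a senescence probe. It reports more β-galactosidase signal with the NFL supernatant and Ki67 restored by neutralizing antibodies. RNA levels are a different measure and do not test those results directly. Ifng had 10.6 ± 1.92 CPM with control supernatant and 19.1 ± 0.714 CPM with NFL supernatant (SD, n = 3 each), a log2 fold change of 0.82 (edgeR adjusted p = 1.2e-07). Mki67 had 921 ± 28.6 CPM and 908 ± 10.5 CPM, a log2 fold change of -0.02 (edgeR adjusted p = 0.772). Glb1, which encodes β-galactosidase and overlaps Tmppe, had 148 ± 6.43 CPM and 133 ± 1.67 CPM, a log2 fold change of -0.16 (edgeR adjusted p = 0.0049), and was not past the threshold without control replicate 1 (adjusted p = 0.0829). The log2 fold change was 0.19 for Havcr2 (edgeR adjusted p = 1.2e-04) and -0.15 for Lag3 (edgeR adjusted p = 0.0173), which lost the threshold without control replicate 2 or NFL replicates 2 or 3 (highest adjusted p = 0.239). It was -0.24 for Gzmb, 0.04 for Prf1 and -0.04 for Eomes, none past the threshold. Of senescence genes, Trp53 rose by 0.26 on the log2 scale (edgeR adjusted p = 8.3e-08), while Cdkn1a, Cdkn2a and Lmnb1 were not past the threshold.

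In both groups the libraries held receptor transcripts of very few kinds. Trbv1 took from 99.869% of the counts on the 35 Trbv genes upward. The family had 5437 to 8419 counts per library, with at most 11 on the other Trbv genes. Trbc1 had a median of 357 CPM, whereas Trac had 1.60 CPM, Cd8a 3.90 CPM and Cd8b1 1.27 CPM, and Cd2 had 0 counts in every library. A candidate explanation is that the RNA came mainly from 1 T-cell clone, such as a T-cell line, in which 1 Trbv gene would take nearly all the counts. The lowest share of Trbv1 in any library was 99.9%. Reads shared between Trbv copies and left uncounted are argued against, since 31 other Trbv genes have at least 90% of their 50-base windows found in no other gene. RNA from macrophages, B cells or red cells is argued against as the cause of the low Cd8a, Cd8b1 and Trac, since Lyz2, C1qa, Ms4a1, Ighm and Hbb-bs reached at most 0.116 CPM in any library, although other markers such as Fcer1g, Cd68 and Pax5 were detected. Xist reached at most 0.442 CPM, which argues against RNA mainly from primary cells of female mice, the sex of the mice in the paper. The counts of Ddx3y, Kdm5d, Uty and Eif2s3y were 0 over all libraries, which allows up to 3 counts, and argues against primary cells of male mice. A swap between control and NFL samples would leave these values as they are. RNA mainly from primary T cells of many clones, such as the mouse splenic CD8+ T cells of the paper's methods, is argued against by the share of Trbv1, which was 99.9% in the library where it was lowest. Which cells the libraries hold stays open, and no biological explanation from the design was tested. The genes of this paragraph other than Cd8a, Cd8b1 and Cd2 and the markers of other cell types were chosen after their values were seen.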
